# Hematopoietic progenitor kinase 1 inhibits the development and progression of pancreatic intraepithelial neoplasia

**DOI:** 10.1172/JCI163873

**Published:** 2023-06-15

**Authors:** Hua Wang, Rohan Moniruzzaman, Lei Li, Baoan Ji, Yi Liu, Xiangsheng Zuo, Reza Abbasgholizadeh, Jun Zhao, Guangchao Liu, Ruiqi Wang, Hongli Tang, Ryan Sun, Xiaoping Su, Tse-Hua Tan, Anirban Maitra, Huamin Wang

**Keywords:** Gastroenterology, Mouse models, Protein kinases, Tumor suppressors

## Abstract

Ras plays an essential role in the development of acinar-to-ductal metaplasia (ADM) and pancreatic ductal adenocarcinoma (PDAC). However, mutant *Kras* is an inefficient driver for PDAC development. The mechanisms of the switching from low Ras activity to high Ras activity that are required for development and progression of pancreatic intraepithelial neoplasias (PanINs) are unclear. In this study, we found that hematopoietic progenitor kinase 1 (HPK1) was upregulated during pancreatic injury and ADM. HPK1 interacted with the SH3 domain and phosphorylated Ras GTPase-activating protein (RasGAP) and upregulated RasGAP activity. Using transgenic mouse models of *HPK1* or *M46*, a kinase-dead mutant of *HPK1*, we showed that HPK1 inhibited Ras activity and its downstream signaling and regulated acinar cell plasticity. M46 promoted the development of ADM and PanINs. Expression of M46 in *Kras^G12D^ Bac* mice promoted the infiltration of myeloid-derived suppressor cells and macrophages, inhibited the infiltration of T cells, and accelerated the progression of PanINs to invasive and metastatic PDAC, while HPK1 attenuated mutant *Kras*–driven PanIN progression. Our results showed that HPK1 plays an important role in ADM and the progression of PanINs by regulating Ras signaling. Loss of HPK1 kinase activity promotes an immunosuppressive tumor microenvironment and accelerates the progression of PanINs to PDAC.

## Introduction

The high plasticity of pancreatic acinar cells allows them to transdifferentiate into a progenitor-like cell type with ductal traits, a process that is termed acinar-to-ductal metaplasia (ADM). ADM plays an essential role in pancreas regeneration after injury and may represent an adaptive response to tissue damage (1). Data from animal models show that ADM is mediated by the activation of Ras signaling and involves the rapid shutdown of pancreatic enzyme expression (1). In response to oncogenic signaling, the cells in ADM may evolve and develop pancreatic intraepithelial neoplasia (PanIN), which eventually progresses to pancreatic ductal adenocarcinoma (PDAC) (1). Since the vast majority (~80%) of patients with PDAC are diagnosed with locally advanced or metastatic disease, the prognosis for PDAC patients is poor (2, 3). Understanding the mechanisms involved in the initiation of pancreatic precursor lesions and their progression to invasive PDAC is important in order to discover potential molecular markers for early detection and possible targets for early intervention.

Oncogenic *Kras* mutations are present in more than 90% of human PDAC samples and play an important role in pancreatic tumorigenesis (4). Ras proteins function as membrane-bound GTPases that are stimulated by growth factor receptor tyrosine kinases and activate downstream effector pathways when bound to GTP. Several Ras effector pathways, including Raf/MEK/ERK (MAPK) and PI3K/Akt cascades, promote cell proliferation, differentiation, and survival (5). Ras activity is regulated by guanine nucleotide exchange factors (GEFs), which promote the transition from the inactive guanosine diphosphate–bound (GDP-bound) to the active GTP-bound conformation, and the Ras GTPase-activating proteins (RasGAPs). The intrinsic GTPase activity of Ras, which hydrolyzes the bound GTP into GDP, is inefficient for Ras inactivation. RasGAPs accelerate Ras inactivation by activating its GTPase activity (6).

Mutant *Kras* has low Ras activity and is an inefficient driver for the progression of early PanINs to PDAC in the genetically engineered mouse models (7–10). Additional molecular alterations or environmental stimuli, such as inflammation or tissue injury, are required to achieve high Ras activity, which drives the development of PanINs and their progression to PDAC (7–10). High Ras activity is also required for the maintenance of PDAC in the *iKras* (the doxycycline-inducible *Kras^G12D^*) model (11). It is important to point out that wild-type *Kras* and loss of heterozygosity of the *Kras* gene also play important roles in the growth of epithelial cells with mutant *Kras* and their progression to invasive carcinomas (12–15). However, the molecular mechanisms that regulate Ras activity during the initiation and progression of PanIN and the intrinsic differences in the susceptibility of pancreatic cells with different lineages to oncogenic mutant *Kras* remain unclear.

Hematopoietic progenitor kinase 1 (HPK1) is a serine/threonine kinase of the Ste20 family and functions as a MAP4K to activate MAP3Ks and the downstream MAP kinase pathway, one of the major Ras signaling pathways (16, 17). HPK1 kinase activity plays an important role in regulating T cell function mainly through the activation of NF-κB and JNK and inhibition of MEK1/2-mediated Erk activation (18, 19). Inhibiting HPK1 kinase function by knocking in the kinase-dead mutant of *HPK1*, *M46*, in which the ATP-binding lysine-46 residue is mutated to methionine, increases T cell receptor signaling, cytokine secretion, and CD8^+^ T cell function, and inhibits tumor growth in *M46*-transgenic mice (20, 21). Similarly, knockout of *HPK1* or inhibition of HPK1 kinase activity using small-molecular inhibitors has also been shown to enhance T cell antitumor functions and to inhibit tumor growth in syngeneic allograft mouse models (19, 22, 23). Clinical trials that target HPK1 kinase activity in immune cells for cancer immunotherapy are currently ongoing. Thus, a better understanding of how HPK1 impacts *Kras*-induced pancreatic precursor lesions and their progression to invasive PDAC is needed to develop precision therapeutics.

Recently, we and other groups showed that HPK1 is expressed in epithelial cells and carcinomas, including breast cancer, pancreatic cancer, and extramammary Paget’s disease (24–26). Our previous study showed that HPK1 is expressed in normal pancreatic ductal cells, but is lost in more than 90% of human PDAC samples, owing to proteasomal degradation mediated by the CUL7/Fbxw8 ubiquitin ligase (25, 27). Loss of HPK1 protein expression occurs in early PanINs and is strongly associated with progression from early PanIN to PDAC (25). Restoration of HPK1 expression in PDAC cells by proteasome inhibitors such as MG132 causes cell cycle arrest and growth inhibition, partly as a result of the stabilization of p21 and p27 (25). We also showed that HPK1 negatively regulates the oncogenic receptor tyrosine kinase Axl in PDAC cells through an endocytic pathway and decreases Axl downstream signaling and invasion (28, 29). Our studies suggest that HPK1 may function as a novel tumor suppressor in pancreatic cancer. Consistent with this notion, HPK1 expression correlates with better survival in estrogen receptor–positive breast cancer (26). Since both *Kras* mutation and loss of HPK1 occur in early PanINs, it is possible that HPK1 is involved in Ras signaling and *Kras*-driven initiation of early pancreatic precursor lesions and their progression to PDAC. To determine the functions of HPK1 during pancreatic tumorigenesis, we developed novel transgenic mouse models that target *HPK1* or its kinase-dead mutant, *M46*, in the pancreas using the elastase I promoter, referred to as *Bac-cre*, either alone or in mice with *Kras^G12D^*. Our study demonstrated that HPK1 kinase activity plays an important role in the development of ADM and PanINs. Wild-type HPK1 inhibits Ras activation through upregulation of RasGAP activity and inhibits *Kras^G12D^*-driven development of PanINs and their progression to invasive PDAC. Our results revealed not only the novel mechanisms by which the first reported serine/threonine kinase, HPK1, regulates Ras activity during early pancreatic tumorigenesis, but also the tumor suppressor role of HPK1 during the progression of pancreatic precursor lesions to PDAC.

## Results

### HPK1 expression is increased in ADM and low-grade PanINs, but is lost in high-grade PanINs and PDAC.

To examine HPK1 expression during pancreatic injury, we treated wild-type mice with intraperitoneal injections of cerulein (ICer) for 2 days (Figure 1A). We observed significantly increased HPK1 expression in the pancreata at days 3 and 4 after the initiation of ICer, which was accompanied by increased Erk activation. Both HPK1 expression and activation of Erk returned to the levels of normal pancreata at day 14 by immunoblotting (Figure 1, A and B). Histologic analyses showed severe injury of the exocrine pancreas and extensive ADM, which was highlighted by positive CK19 staining, at days 3 and 4. The pancreas fully regenerated and was histologically normal at day 14 (Figure 1C). By immunohistochemistry (IHC), both HPK1 expression and Erk activation were increased in ADM at days 3 and 4 and reduced to those of normal pancreas at day 14. Expression of phosphorylated HPK1^S171^ (p-HPK1^S171^), which was one of the major HPK1 autophosphorylation sites and served as a marker for HPK1 activation and kinase activity, was also increased in ADM at days 3 and 4 and reduced to that of normal pancreas at day 14 (Figure 1C). To examine HPK1 expression in mutant *Kras*-driven PDAC models, we observed increased HPK1 expression in chronic pancreatitis tissue from *LSL-Kras^G12D^ Ela-CreERT* mice (KC) mice treated with ICer (Figure 1D). HPK1 was expressed in normal pancreatic ducts and low-grade PanINs, but not in high-grade PanINs or PDAC (Figure 1, D and E). Similar results were observed in PanINs and PDAC samples from *LSL-Kras^G12D^ Pdx-Cre* mice (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI163873DS1). These data suggest that HPK1 is involved in pancreatic injury, development of ADM, and progression of low-grade PanIN to high-grade PanIN and PDAC in mutant *Kras*–driven PDAC models.

### Generation of transgenic mouse models for pancreas-specific expression of HPK1 or its kinase-dead mutant, M46.

To study the functions of *HPK1* in pancreatic tumorigenesis, we generated green fluorescent protein (*GFP*)*–HPK1* or *GFP*/*M46*-transgenic mice (Supplemental Figure 2, A and B) and crossed them with tamoxifen-inducible *Ela-CreERT* (hereafter referred to as *Bac-cre*) mice to express *HPK1* or *M46* in the pancreas (30). Consistent with the Cre activity, the pancreata of *HPK1 Bac-cre* (HC) and *M46 Bac-cre* (MC) mice lost GFP fluorescence and expressed HPK1 or M46 in acinar cells (Supplemental Figure 2, C–H). As expected, the pancreata of HC mice had high basal and cerulein-induced HPK1 kinase activities and p-HPK1^S171^ expression while minimal kinase activity was detected in both untreated and treated MC mice (Supplemental Figure 2I). Both HC and MC mice were born with the expected Mendelian frequencies and body weights similar to those of wild-type controls. Their organs appeared to be normally formed. Their pancreata showed normal size, parenchymal architecture, histology, and cytodifferentiation up to the age of 18 months, the longest time examined (*n* = 10). There were no differences in survival between HC or MC mice and control mice (data not shown). Thus, acinar cell–specific expression of HPK1 or M46 did not result in any major abnormalities in the pancreas.

### HPK1 inhibits Ras signaling through RasGAP, inflammatory pathways, and epithelial reprogramming.

To investigate whether HPK1 was involved in acinar cell reprogramming and to identify the mechanisms that are responsible for ADM, HC, MC, and littermate control mice (*n* = 6 for each group, 6–8 weeks old) were treated with ICer to induce HPK1 kinase activity. 

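RNA-Seq was performed on pancreata of cerulein-treated HC, MC and control mice, and the authors deposited the number of reads that STAR counted on each gene, without normalization. Cerulein is a peptide that overstimulates acinar cells and causes acute pancreatitis. After Cre recombination, acinar cells express HPK1 in HC mice and the kinase-dead M46 in MC mice. The MC experiment had 3 MC libraries and 3 libraries of its own controls, and the HC experiment had 3 HC libraries and 2 libraries of its own controls. According to the sample labels, each library held RNA pooled from 3 mice. The labels give ages of 2 months in the MC experiment and 4 months in the HC experiment. Reads had been aligned to GRCm38 and assigned to genes of the GENCODE annotation. The MC table lists 15175 genes, of which 15087 are protein coding, and the HC table lists 49585 genes. Because both experiments were deposited in separate tables with separate controls, levels were tested only within each table. Genes with low counts were removed with edgeR's filterByExpr, libraries were scaled by the TMM method, and groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A differentially expressed gene had an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. DESeq2 was run as an alternative. The scaling matters because acinar enzymes take a large share of the reads, so a change in that share shifts all other genes. Levels are given as CPM, counts scaled to the size of the library. Library HC 3 had 47.9 CPM of the Y-linked Ddx3y and 0.753 CPM of Xist, as in male tissue. The other 4 libraries of the HC experiment had 573 to 959 CPM of Xist and 0 counts of Ddx3y, which allows at most 0.0944 CPM. Xist is not listed in the MC table, and the sex of the mice was not checked there.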

The pancreata were harvested 24 hours after ICer, and comparative RNA-Seq transcriptome analyses were performed. The RNA-Seq yielded around 20 million read pairs per sample on average, and about 80% of reads were uniquely aligned to the mouse genome. 

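The deposited counts, which all values here use, summed to a mean of 33.2 M counts (M, mega) per library over the 11 libraries of both experiments, whereas the paper reports around 20 M read pairs. Totals ranged from 31337783 to 34140494 in MC (median 33658995) and from 29766575 to 34144236 in its controls (median 31545654). In HC they ranged from 31791225 to 34061460 (median 31863898), and both controls of HC had 35173856 and 37829604. At this depth, 3 counts, the limit that a count of 0 allows, correspond to 0.0793 to 0.101 CPM. The share of reads aligned uniquely was not checked here. A list of 28 acinar enzyme and acinar identity genes took 36.5 to 45.8% of the counts in MC and 41.9 to 55.7% in its controls. In the HC experiment the same list took 5.73 to 8.96% in HC and 6.84 to 8.65% in controls. The 95% Wilson interval of the lowest share, in HC 3, ran from 5.73 to 5.74% and covers counting error only. Replicates differed by far more than counting error, with chi-square values of 39.5 to 174 per gene between libraries of a group, so no library was counted as a repeat of another. The paper gives n = 6 for each group, which the labels match only for the controls of HC, with 2 libraries pooled from 3 mice each. Its age of 6 to 8 weeks is close to the 2 months labelled in the MC experiment. It is below the 4 months labelled in the HC experiment. The labels also name Trizol for RNA isolation and, for the HC experiment, a KAPA library kit, whereas the paper's methods name an RNeasy kit and the TruSeq stranded protocol. The thresholds for a differentially expressed gene are those of the paper's methods, which used DESeq2.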

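Map4k1 (ENSMUSG00000037337), which encodes HPK1, lies on chromosome 7 of GRCm38 from 28982050 to 29003279 and was examined first, because both transgenes encode a form of HPK1. In MC libraries Map4k1 was at 7.54 ± 0.763 CPM (SD, n = 3) against 3.43 ± 0.958 CPM (SD, n = 3) in controls. Its log2 fold change was 1.13 (standard error 0.24, adjusted p = 0.11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each MC library was higher than each control library. In the libraries labelled HC it was at 6.77 ± 1.52 CPM (SD, n = 3) against 13.5 ± 2.75 CPM (SD, n = 2) in controls. This log2 fold change of -0.99 (standard error 0.25, adjusted p = 0.145 from the same edgeR test) goes against the label, and each library labelled HC was lower than each control. DESeq2 with Benjamini-Hochberg adjustment gave an adjusted p of 0.001 in MC and 0.00763 in HC, the lowest over the alternatives, whose highest were 0.419 and 0.281. Without control library 2, edgeR's adjusted p in MC was 0.0375. Relative to Ptprc, which encodes the leukocyte antigen CD45, Map4k1 was at 0.141 ± 0.0226 (SD, n = 3) in the libraries labelled HC and 0.146 ± 0.0186 (SD, n = 2) in their controls. The same ratio was 0.175 ± 0.0377 (SD, n = 3) in MC and 0.257 ± 0.0417 (SD, n = 3) in controls. The paper's text does not state whether reads of the transgenes were counted in Map4k1. Its level alone therefore shows neither expression of a transgene nor a wrong label.

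Of 13902 genes tested in the MC experiment, 0 were differentially expressed, with a smallest adjusted p of 0.0782 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an unadjusted p under 0.05 there were 2038 genes, 1279 higher and 759 lower in MC. The groups did not overlap for 2884 genes, or 20.7% where chance gives 10%. Without control library 2, 718 genes were differentially expressed (678 higher and 40 lower), and without MC library 1 there were 171 (166 higher and 5 lower). The fits without each of the other 4 libraries called 0 genes, with 1026 to 1536 at an unadjusted p under 0.05. DESeq2 called 475 genes (452 higher and 23 lower), and the authors' deposited table holds 479 (456 higher and 23 lower). In counts simulated at this size, with 200 genes changed by 2 on the log2 scale, 99% of the changed genes were called. The simulated genes varied independently, so this does not show that real changes of that size would be called. Irf7 (3.76) and Oas2 (3.46), chosen after their values were seen, did not overlap between the real groups. Neither was called, at an adjusted p of 0.0782 from the same edgeR test. Scaled by library size alone, the median log2 fold change of all genes was 0.3, against -0.02 with the TMM method.

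Of 18407 genes tested in the HC experiment, 104 were differentially expressed, 86 higher and 18 lower in the libraries labelled HC. By adjusted p alone 136 genes passed, and 2919 had an unadjusted p under 0.05. The groups did not overlap for 33.5% of the genes, where chance gives 20%. DESeq2 called 482 genes (272 higher and 210 lower), and one fit that also held 4 libraries of a separate table called 1. Scaled by library size without the acinar genes there were 51 (40 higher and 11 lower). Without HC 2 there were 0, with 1993 at an unadjusted p under 0.05, without HC 3 there were 3, and without HC 1 there were 379 (234 higher and 145 lower).

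**Figure D1:**
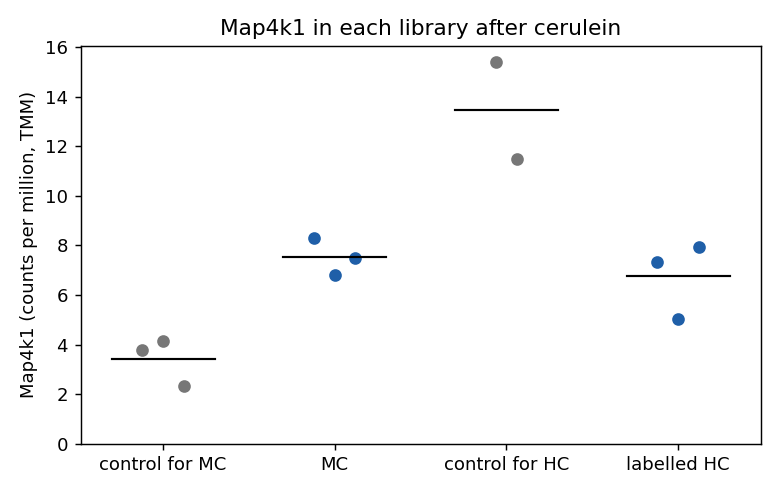
Map4k1 on the vertical axis, in CPM scaled by TMM, for each library of the MC and HC experiments. Points are libraries and lines are group means. MC libraries sit above their controls, at 6.79 to 8.32 CPM, and libraries labelled HC sit below theirs, at 5.05 to 7.93 CPM.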

The results of RNA-Seq analyses for HC and MC mice are shown in Figure 2. 

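Gene lists were tested by preranked enrichment on the log2 fold changes of all genes tested, with 100000 gene permutations and Benjamini-Hochberg adjustment over 13 lists. The hallmark gene sets were not used here. The lists of IFN, inflammatory, IL-6, IL-2 and TNF-α genes were written by hand before the counts were read. Enrichment scores place a list relative to all genes tested. In MC, 38 of 38 genes of the IFN-α list were higher (median log2 fold change 2.13, normalized enrichment score 2.45), as were 36 of 37 of the IFN-γ list (median 1.5, score 2.34). The scores were 2.11 for the inflammatory list, 1.8 for IL-6/JAK/STAT3, 2.01 for IL-2/STAT5 and 1.82 for TNF-α signaling. Their highest adjusted p was 0.00013, in the IL-6/JAK/STAT3 list, from gene permutations. Over all genes, 0 members of these lists passed an adjusted p of 0.05, but adjusted over the list alone 37 IFN-α and 34 IFN-γ genes passed. Fewer did so in the remaining lists, with 11 of 44 inflammatory, 5 of 38 IL-6/JAK/STAT3, 15 of 43 IL-2/STAT5 and 7 of 63 TNF-α genes.

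In the libraries labelled HC, where Map4k1 went against the label, the scores were -2.3 for IFN-γ, -2.19 for inflammatory, -2.08 for IL-6/JAK/STAT3, -1.87 for IL-2/STAT5, -1.6 for TNF-α and -1.49 for IFN-α. Their adjusted p from gene permutations was 0.047 for IFN-α, 0.011 for TNF-α and at most 0.00089 for the others. Between 0 and 5 members of each list passed when adjusted over the list alone, and at most 1 over all genes. IFN-α was not called under 8 alternatives, among them the signed root of the F statistic (-1.22) and the fits without HC 1 (-1.53) or HC 3 (-1.3). Its adjusted p ranged from 0.019 to 0.75 over the alternatives of gene permutations, camera and fry. Without HC control 1, which leaves 1 control and no test, the scores were 1.4 for IFN-α and 0.83 for TNF-α, and without HC 2 the TNF-α score was -1.28 and did not pass.

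Gene permutations treat genes as independent, so the lists were also tested against the differences between libraries. With limma's camera and its preset correlation of 0.01, 11 of the 12 lists passed in MC and 9 in the libraries labelled HC. Under fry, which uses the correlation in the data, 0 lists passed in either comparison. It asks whether a list changed at all, while camera sets a list against the other genes. The result of fry therefore neither upholds nor overturns the camera calls. The lowest adjusted p from fry was 0.052 in MC and 0.19 in HC, after Benjamini-Hochberg adjustment.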

Gene set enrichment analyses of the differentially expressed genes (cutoff criteria: adjusted *P* value < 0.05) using hallmark gene sets showed that Kras signaling, IFN-α and -γ response, inflammatory response, IL-6/JAK/STAT3 signaling, IL-2/STAT5 signaling, and TNF-α signaling via NF-κB were among the top 10 enriched pathways in both HC and MC mice. Expression of HPK1 inhibited these pathways in HC mice, while expression of M46 led to the activation of these pathways in MC mice (Figure 2, B and D–F). 

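The epithelial-mesenchymal transition (EMT) list holds genes drawn in Fig. 7J, which the study picked on libraries of other mice, KMC and KC. It had a normalized enrichment score of 2.03 in MC (adjusted p = 1.8e-05 from gene permutations), where 61 of 63 genes were higher. In the libraries labelled HC, whose Map4k1 goes against the label, the score was -2.17 (adjusted p = 6.2e-05 from gene permutations), and 54 of 65 genes were lower. Median log2 fold changes of the list were 0.59 in MC and -0.49 in HC, and 0 of its genes passed an adjusted p of 0.05 over all genes tested in either experiment. Adjusted over the list alone, 0 genes passed in MC and 6 in HC. Fibroblast genes had scores of the same sign, 1.66 in MC and -1.77 in HC, so the EMT list does not tell epithelial cells from fibroblasts. A list of 10 ERK target genes had a score of 1.64 in MC (adjusted p = 0.0079 from gene permutations) and 0.56 in HC (adjusted p = 0.95), where it was -0.49 without HC 1. The unfolded protein response list had -2.38 and the MYC list -2.32 in MC, against -1.2 and -1.19 in HC, which did not pass. Cell cycle genes had scores of 1.93 in MC and -2.11 in HC. In several lists that fell in HC, the member with the smallest adjusted p went the other way. These were Il18 in the inflammatory list (log2 fold change 1.48), Tnfrsf8 in the IL-2/STAT5 list (2.12), Klf4 in the TNF-α list (1.16) and Mcm6 in the cell cycle list (1.32), with adjusted p of 0.0336 to 0.0596 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

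The difference between the effects of M46 and HPK1 was tested in one model over the 4 groups. The effect of HPK1 stands here for the libraries labelled HC, whose Map4k1 went against the label. Of 14884 genes tested, 325 differed, 264 with a higher and 61 with a lower effect of M46, by the same edgeR test. The EMT list had a score of 2.21 on this difference (adjusted p = 1.7e-05, the smallest the gene permutations can give), and the ERK targets had 1.45 (adjusted p = 0.069). Age differed between the experiments by the labels, and whether sex did is not known. The controls also differed in tissue, with 41.9 to 55.7% acinar counts in those of MC and 6.84 to 8.65% in those of HC. Their fibroblast genes summed to 706 to 2760 CPM and 10100 to 11100 CPM. The difference between effects therefore need not come from the transgenes alone. From the opposite directions of its gene sets in HC and MC, the paper states that HPK1 inhibited and M46 activated the pathways.

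**Figure D2:**
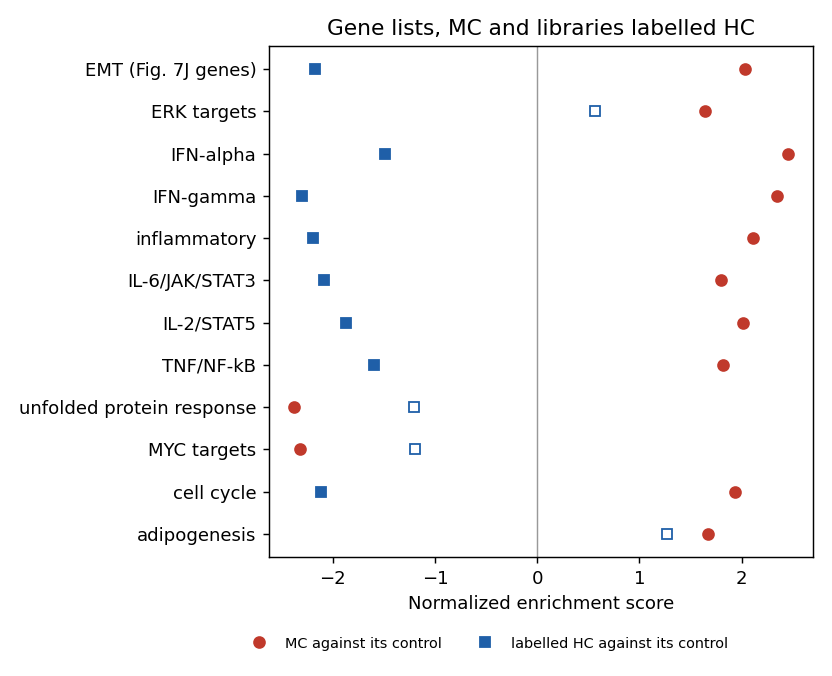
Normalized enrichment score (horizontal axis) of 12 gene lists (vertical axis) in MC and in the libraries labelled HC, each against its own control. Filled symbols have an adjusted p under 0.05 from gene permutations. The EMT list sits at 2.03 in MC and -2.17 in the libraries labelled HC, whose Map4k1 goes against the label.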

The cnetplot displayed a network of differentially expressed genes strongly linking M46 expression with inflammatory and Kras signaling pathways (Supplemental Figure 3).

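In the inflammatory list, Cxcl9 and Ccl5 shared the smallest adjusted p in MC. Cxcl9 was at 6.1 ± 3.36 CPM (SD, n = 3) against 0.542 ± 0.252 CPM (SD, n = 3) in controls, with a log2 fold change of 3.53 (standard error 0.52, adjusted p = 0.0782 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in each MC library than in each control library. In the IFN lists several members shared the smallest adjusted p, 7 in IFN-α, of which Lgals3bp (log2 fold change 1.86) was the most abundant, and 7 in IFN-γ, of which H2-Aa (1.5) was. One gene alone had it in the remaining lists related to inflammation, Irf9 in IL-6/JAK/STAT3 (1.13), Il2rb in IL-2/STAT5 (2.15) and Ccl5 in TNF-α (2.32). Among genes of the Ras pathway that the paper names, log2 fold changes were -0.18 for Hras, 0.2 for Nras, -0.01 for Rasa1 and 0.22 for Grb2. Their smallest adjusted p was 0.451 from edgeR's test. Adgre1, which encodes F4/80, had a log2 fold change of 0.77 and overlapped between the groups, while Mrc1 (0.93) and Ptprc (1.66) did not overlap.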

To identify HPK1-interacting proteins, we performed an antibody-based array study using *Panc-1*/*HPK1* stable cells, which were treated with 2.0 μM MG132 to stabilize HPK1 protein, and identified approximately 20 candidate HPK1-interacting proteins. One of the identified HPK-interacting proteins was RasGAP, which binds RasGTP, promotes GTP hydrolysis, and attenuates Ras activity and its downstream signaling. We also identified other proteins that play an important role in the Ras pathway, including Grb2 and 14-3-3 (Figure 3A), both of which have been shown previously to interact with HPK1 in TCR signaling (31, 32) and thus served as internal markers that validated our screening for HPK1-interacting proteins. HPK1 interacted with RasGAP in Panc-1/*HPK1* stable cells by coimmunoprecipitation (Figure 3B). To map the RasGAP domains that are involved in its interaction with HPK1, we performed a GST pull-down assay using different GST fusion proteins. We showed that the SH2-SH3-SH2 domain (171 to 448) of RasGAP can effectively pull down HPK1 protein. No HPK1 protein was pulled down using the SH2 domain (175 to 274) or GST alone (Figure 3C). These data suggest that RasGAP interacts with HPK1 mainly through its SH3 domain.

To examine whether HPK1 could phosphorylate RasGAP, *HPK1* or *M46* was transfected into HEK293T cells. Endogenous RasGAP was immunoprecipitated and probed with phospho–serine/threonine antibody. RasGAP was phosphorylated at serine/threonine residue(s) by HPK1, but not M46 (Figure 3D). To study the functions of HPK1 in regulating RasGAP, we performed RasGAP activity assays as previously described (33). HPK1 or M46 was cotransfected with Ras into HEK293T cells. The transfected cells were either treated with EGF for 10 minutes or left untreated as control. We found that HPK1 enhanced both basal and EGF-stimulated RasGAP activity as reflected by the increased GDP/GTP ratio. In contrast, M46 inhibited both basal and EGF-stimulated RasGAP activity. When treated with EGF, cells cotransfected with M46 and Ras had a RasGAP activity 7.0 times lower than those transfected with Ras alone (Figure 3, E and F). These results suggest that HPK1 kinase activity is important in the phosphorylation and regulation of RasGAP activity and Ras signaling.

### HPK1 interacts with endogenous RasGAP and inhibits Ras activity and Ras signaling.

To examine the functions of HPK1 in regulating Ras signaling in vivo, we first performed coimmunoprecipitation experiments and confirmed that HPK1 interacted with endogenous RasGAP in the pancreata of both HC and MC mice (Supplemental Figure 4). Expression of HPK1 inhibited Ras activity and Erk activation in the pancreata of HC mice compared with littermate control or MC mice (Figure 4, A–C). To rule out the possibility of mouse variation at different time points, we isolated the acinar cells from 3 HC and 3 control mice, split them into 4 identical dishes, treated them with cerulein, and harvested them at different time points as indicated. Erk activation was markedly reduced in acinar cells from HC mice compared with those from control mice (Figure 4D). The pancreata of HC mice had lower Erk activation than those of the MC and control mice (Figure 4E). These results suggest that HPK1 kinase activity was required to inhibit Ras activation and its downstream Erk signaling.

### Acinar cell–specific expression of M46 or HPK1 knockout promotes pancreatic inflammation, ADM, and PanIN formation.

To examine the function of HPK1 in pancreatic tumorigenesis, the HC, MC, and littermate control mice were treated with tamoxifen to induce acinar cell–specific expression of HPK1 or M46 followed by ICer treatment for 2 weeks (Figure 5A). Compared with the controls, MC mice had increased Ras activity while HC mice had decreased Ras activity (Figure 5, B and C). Expression of M46 promoted the development of chronic pancreatitis, ADM, and PanIN in 8/8 (100%), 8/8 (100%), and 5/8 (62.5%) mice, respectively. Similar results were observed in HPK1-knockout mice: chronic pancreatitis, ADM, and PanIN were observed in 10/10 (100%), 10/10 (100%), and 7/10 (70%) HPK1-knockout mice, respectively (Supplemental Figure 5). In contrast, all control (10/10) and HC mice (10/10) had minimal histologic changes in their pancreata with minimal ADM, and none of them developed PanINs (Figure 5D). We did not observe significant differences in histology between HC and control mice at day 20 after the initiation of ICer treatment. These results suggest that inhibition of HPK1 kinase activity by expression of M46 plays a critical role in Ras activation and the development of ADM and PanINs.

### Targeted expression of M46 promotes the development and progression of PanINs in Kras^G12D^ Bac-cre mice.

To examine the functions of HPK1 in *Kras^G12D^*-mediated formation of PanINs and their progression to invasive PDAC, *Kras^G12D^ Bac-cre* (KC), *Kras^G12D^ HPK1 Bac-cre* (KHC), and *Kras^G12D^ M46 Bac-cre* (KMC) mice were treated with tamoxifen followed by ICer treatment — which accelerate the development and progression of PanINs — for 2 days to induce pancreatitis. The pancreata were harvested and analyzed at 28 days after completion of cerulein treatment. KMC mice developed severe chronic pancreatitis (100%, 10/10), PanIN1 (100%, 10/10), PanIN2 (80%, 8/10), and PanIN3 (50%, 5/10). In comparison, PanIN2 was identified in only 25% of KC mice, but none of the KHC mice (0%, 0/10). None of the KC and KHC mice developed PanIN3 (0%, 0/10). KHC mice also had a significantly reduced amount of fibrosis and lower incidence of PanINs than KMC or KC mice (Figure 6, A and B). KMC mice had higher Erk activation and Ki-67 proliferation index than KC mice. In contrast, KHC mice had decreased Erk activation and lower Ki-67 labeling index than KC mice (Figure 6, A and C). To further examine the function of HPK1 kinase activity in PanIN progression and survival, we performed aging experiments on KC, KMC, KHC, MC, HC, and control mice for 18 months. During aging experiments, we observed a significant decrease in HPK1 kinase activity in KHC and HC mice 2–3 months after tamoxifen treatment, which could be due to the lack of stimulation, even though HPK1 protein was detectable. Therefore, the KHC and HC mice were not included in this aging experiment. KMC mice developed high-grade PanINs and PDAC starting at 6 months and metastatic PDAC to lymph node, liver, and lung as early as 7.5 months of age (Figure 7, A–F). In contrast, no KC mice developed PDAC at age 9–12 months. KMC mice had significantly shorter survival than KC, MC, or control mice (Figure 7G). The PDACs from KMC mice had lower apoptosis compared with those from KC mice (Supplemental Figure 6). RNA-Seq analyses of the PDAC samples from KMC mice at 9 months and KC mice at 15 months showed that expression of M46 was associated with upregulation of epithelial-mesenchymal transition in addition to upregulation of Kras signaling, inflammatory, and other hallmark pathways observed in pancreata of MC mice treated with cerulein (Figure 7, H–J). These data provided additional evidence that HPK1 inhibits Ras signaling and inflammatory pathways. Therefore, HPK1 kinase activity is required to inhibit ductal cell proliferation and the development and progression of PanINs in KC mice. 

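PDAC samples of KMC and KC mice were profiled by RNA-Seq, and the authors deposited gene counts made by STAR on GRCm38 for 2 libraries of KMC mice and 2 of KC mice. KMC mice differ from KC mice in that their acinar cells also express M46. The labels describe RNA pooled from 3 mice in each library, by which each group would hold the 6 mice that the paper gives as n. They name pancreas as the tissue, whereas the paper names PDAC samples. Total counts were 30208416 and 33912190 in KC, and 32769898 and 38745907 in KMC. The table lists 49585 genes, and 15733 passed the filter. The processing and tests were those of the cerulein experiments. Age (9 months in KMC and 15 months in KC) differed together with the genotype. So did sex, since both KMC libraries had Xist (504 and 663 CPM) and 0 counts of Ddx3y, while both KC libraries had Ddx3y (5.2 and 13.2 CPM). The acinar list took 68.7 and 60% of the counts in KC, and 48.5 and 24.6% in KMC, so the scaling has a large effect. Scaled by library size alone, the median log2 fold change of all genes was 1.47, against 0.03 with the TMM method. In simulated counts of this size, whose genes varied independently, 76% of 200 changed genes were called.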

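The EMT list had a normalized enrichment score of 2.75 in KMC against KC, with 62 of 62 genes higher and a median log2 fold change of 2.52. Its adjusted p was 2e-05, the smallest the gene permutations can give. Over all genes 0 members passed an adjusted p of 0.05, but adjusted over the list alone 60 did. The study chose these genes on the same libraries, so their direction was set by that choice, and the score, its adjusted p and the counts of this list are not independent evidence. Fibroblast genes went the same way, summing to 213 and 695 CPM in KC and 2760 and 14200 CPM in KMC. In bulk tissue the EMT list does not tell epithelial cells from fibroblasts. Camera called 12 of the 12 lists in KMC against KC and fry called 0, with a lowest Benjamini-Hochberg adjusted p of 0.11 from limma's fry. The median of the EMT list was 4.05 when scaled by library size alone, where the islet list had 0.84 and the housekeeping list 1.24. The lists related to inflammation had scores of 2.4 for inflammatory, 2.1 for IFN-α, 2.1 for IFN-γ, 2.12 for IL-6/JAK/STAT3, 2.05 for IL-2/STAT5 and 2.18 for TNF-α. The unfolded protein response list had -2.72 and the MYC list -2.18. Map4k1 was at 8.65 ± 3.86 CPM (SD, n = 2) in KMC and 1.05 ± 0.71 CPM (SD, n = 2) in KC, a log2 fold change of 2.99 (standard error 0.6, adjusted p = 0.0796 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its ratio to Ptprc was 0.186 ± 0.0118 (SD, n = 2) in KMC and 0.164 ± 0.0142 (SD, n = 2) in KC. The paper states that M46 was associated with the higher EMT and inflammatory pathways.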

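In KMC against KC, the ERK target list had a score of 1.61 (adjusted p = 0.016 from gene permutations), with 10 of 10 genes higher. Its member with the smallest adjusted p was Dusp6, at 18.5 ± 9.65 CPM (SD, n = 2) against 6.56 ± 0.0311 CPM (SD, n = 2) in KC, with a log2 fold change of 1.5 (standard error 0.43, adjusted p = 0.113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the EMT list 15 members shared the smallest adjusted p, of which Mmp14 (log2 fold change 2.79) was the most abundant. Log2 fold changes were 0.6 for Nras, 0.54 for Rasa1 and -1.45 for Hras, with adjusted p from 0.149 to 0.388 in edgeR's test. Cell cycle genes had a score of 1.55, which was 0.82 without KC library 1, against 1 library and with no test. No library of KHC mice, which express HPK1 in place of M46, was analysed here.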

Inhibition of HPK1 kinase activity by expression of kinase-dead M46 enhances mutant *Kras*–driven cell proliferation and accelerates PanIN progression to invasive and metastatic PDAC.

To examine the mechanisms by which M46 promoted pancreatic tumorigenesis, we examined the pancreatic immune microenvironment of the KMC and KC mice at age 6 months by flow cytometric analysis. We observed a significant increase in myeloid cells (CD11b^+^), including myeloid-derived suppressor cells (MDSCs; CD11b^+^Ly6C^hi^Ly6G^–^) and macrophages (CD45^+^CD11b^+^F4/80^+^), in KMC mice compared with sex- and age-matched KC littermates. Interestingly, the KMC mice had higher numbers of CD45^+^CD11b^+^F4/80^+^Ly6C^lo^MHC-II^lo^ macrophages, an indicator of their polarization into M2-like macrophages, than KC mice (Figure 8). In addition, KMC mice also had a lower number of CD3^+^CD8^+^ and CD3^+^CD4^+^ T cells and decreased CD4^+^IFN-γ^+^ and CD8^+^IFN-γ^+^ T cells than KC mice (Supplemental Figures 7 and 8). No significant difference in the infiltrating B cells was noted (Supplemental Figure 9). KMC mice had markedly increased F4/80^+^ and CD206^+^ macrophages compared with sex- and age-matched KC littermates at 3, 6, and 9 months (Figure 8, E and F). Our results suggested that expression of M46 in KC mice increases the recruitment of MDSCs and M2 macrophages into the pancreas, which orchestrates an immunosuppressive microenvironment and promotes the progression of PanINs to PDAC.

## Discussion

Many studies have demonstrated that oncogenic mutant *Kras* plays a key role in the development of PanINs and PDAC (34–43). However, mutant Kras alone has low Ras activity and is not an efficient driver for the development and progression of PanINs to invasive PDAC (7, 36). The orchestration between mutant Kras and additional genetic alterations or environmental stimuli is required to achieve high Ras activity, which is essential to accelerate the development and progression of PanINs (7, 36). Since both *Kras* mutation and loss of HPK1 protein expression occur during the early stages of pancreatic tumorigenesis, it is extremely important to examine the functions of HPK1 in regulating Ras activation and downstream signaling during the development and progression of ADM and PanINs. In this study, we demonstrated that pancreatic acinar cell–specific expression of *HPK1* kinase-dead mutant M46 promotes chronic pancreatitis, ADM, and PanIN formation without mutant *Kras*. We also demonstrated that M46 increases the recruitment of MDSCs and M2 macrophages, which orchestrates an immunosuppressive microenvironment, inhibits T cell infiltration and activation, and promotes the progression of PanINs to invasive and metastatic PDAC in KC mice. On the other hand, acinar cell–specific expression of HPK1 inhibits Ras activity and ADM development. More importantly, we demonstrated, for the first time to our knowledge, that HPK1 is a regulator of Ras signaling through RasGAP using both in vitro systems and our transgenic mouse models. Our findings provide new insights into the mechanisms of the regulation of Ras activity and the development and progression of ADM and PanINs.

Acinar cell plasticity in adult pancreas is involved in both pancreatic regeneration and pancreatic tumorigenesis. Previous studies have shown that cerulein-induced acute and chronic pancreatitis accelerates *Kras^G12D^*-mediated PanIN and PDAC formation (36, 44–48). In the absence of oncogenic *Kras*, acute pancreatitis induces transient ADM, which is followed by regeneration to normal pancreas (47, 49). In this study we demonstrated, for the first time to our knowledge, that HPK1 expression was increased in cerulein-induced acute pancreatitis and ADM, which synchronized with increased Ras activity and Erk activation. Acinar cell–specific expression of M46 alone is sufficient to inhibit pancreatic regeneration in cerulein-induced pancreatitis and to increase ADM and development of PanINs, which is attributed to increased Ras activity and its downstream signaling. Our data suggest that HPK1 kinase activity plays an essential role in acinar cell plasticity, regulation of Ras signaling, regeneration of pancreas, and the development of ADM and PanINs.

HPK1 has been shown to regulate NF-κB and JNK pathways and plays an important role in stress responses, proliferation, and apoptosis in hematopoietic cells. More importantly, HPK1 inhibits the MEK1/2-mediated Erk activation that is one of the major Ras effectors (18). However, the functions of HPK1 in *Ras*-mediated tumorigenesis are largely unknown. Only one previous study showed that shRNA knockdown of HPK1 in Wehi-231 lymphoma cells increased the activation of Ras-related protein 1 (Rap1) (50). Our study demonstrated that HPK1 interacts with RasGAP in human PDAC cells and the endogenous RasGAP in the pancreata of our new mouse models. HPK1 binds to RasGAP through its SH3 domain, phosphorylates RasGAP at putative serine/threonine residue(s), and increases RasGAP activity, which enhances the intrinsic Ras GTPase activity and downregulates oncogenic Ras and its downstream signaling. It has been shown that suppression of cellular RasGAP function leads to a decrease in intrinsic Ras GTPase activity and enhances Ras activation and cancer development (51–53). This HPK1/RasGAP pathway inhibiting Kras signaling may be essential for normal cellular functions and could partly explain why expression of mutant *Kras* at physiological levels in KC mice had little oncogenic effect in this study and previous studies (7, 54, 55). Our findings that HPK1 is upregulated during ADM, the earliest stage of pancreatic tumorigenesis, which synchronizes with and inhibits Ras activation and its downstream Erk activation, suggested a novel negative regulatory function of HPK1 in Ras signaling and *Kras*-driven pancreatic tumorigenesis. Loss of HPK1 or expression of kinase-dead mutant M46 would release the check on oncogenic Ras signaling and lead to dramatically amplified pathological effects and progression of PanINs to invasive PDAC. Consistent with this notion, we demonstrated that M46 promoted the *Kras^G12D^*-mediated development of PanINs and their progression to invasive and metastatic PDAC, while HPK1 inhibited the progression of PanINs in KC mice. Although RasGAP is considered inactive toward mutant Ras, a recent study showed that NF1 RasGAP stimulates GTP hydrolysis when bound to *Kras^G13D^* (53).

The results from our RNA-Seq analyses of the pancreata of KC and MC mice showed that expression of M46 was associated with activation of Kras signaling and several hallmark pathways involved in inflammatory responses while expression of HPK1 had the opposite effects. 

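Across 13828 genes tested in both cerulein experiments, the log2 fold changes of MC and of the libraries labelled HC had a Pearson r of -0.334 and a Spearman rho of -0.3, and 39.6% of the genes had the same sign. This is a description across genes, which are not independent replicates, of comparisons with separate controls. Between MC against control and KMC against KC the Pearson r was 0.606 and the Spearman rho 0.669 over 13699 genes, and 76.2% had the same sign. Map4k1 itself was higher in MC and in KMC and lower in the libraries labelled HC, against their label. Relative to Ptprc it was at 0.175 in MC against 0.257 in controls and 0.141 in HC against 0.146. In KMC this ratio was 0.186 against 0.164 in KC. The level of Map4k1 alone therefore shows neither expression of a transgene nor a wrong label.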

After ICer treatment, we observed similar frequencies of chronic pancreatitis, ADM, or PanIN formation in MC mice compared with HPK1-knockout mice. Although our Cre-inducible transgenic mice had endogenous HPK1 expression, our data were consistent with a recent study by Hernandez et al., which carefully compared the function of HPK1-knockout mice and M46-knockin mice and found that M46 functions similarly to HPK1 knockout in Erk activation and regulation of CD8^+^ T cell responses (20). These data do not support the gain of function of M46, although we cannot exclude the possibility that M46 may have additional gain of function.

The kinase activity of HPK1 plays an important role in regulating T cell functions (18, 19). Recent studies demonstrated that inhibition of HPK1 kinase function by knockout of HPK1, knockin of kinase-dead mutant M46, or inhibition of HPK1 kinase activity using small-molecular inhibitors enhances the antitumor T cell functions and inhibition of tumor growth in synergistic allograft mouse models (19–23). In this study, we showed that targeted expression of M46 in pancreatic acinar cells promotes infiltration of myeloid cells (CD11b^+^), including MDSCs, macrophages, and M2 macrophages, and decreases infiltration of CD3^+^CD8^+^ and CD3^+^CD4^+^ T cells and T cell activation in the pancreata of KC mice. Our data suggested that loss of HPK1 kinase activity in pancreatic epithelial cells promotes an immunosuppressive microenvironment, which may in turn promote the progression of *Kras^G12D^*-driven PanIN formation and progression to PDAC. While the results from ongoing clinical trials that target HPK1 kinase activity in immune cells for cancer immunotherapy remain to be determined, our results demonstrated that targeting of HPK1 kinase activity is a double-edged sword for patients either harboring mutant *Kras* or at increased risk for pancreatic cancer. Although inhibition of HPK1 kinase activity has been shown to enhance T cell activation and may potentially improve tumor response to immunotherapies for patients with solid tumors, it may also promote the activation of Ras and its downstream signaling and an immunosuppressive microenvironment as well as enhance the tumor development mediated by oncogenic mutant *Kras*. *Kras* mutations have been reported to be present in the pancreata of approximately 25% of the normal population and in patients with chronic pancreatitis (56–58)**.** Our study provides a better understanding of how HPK1 impacts *Kras*-induced pancreatic tumorigenesis and tumor microenvironment, which is critically needed for future development of immunotherapeutic strategies targeting HPK1.

Defining tumor-initiating events and the molecular mechanisms that lead to the progression of pancreatic precursor lesions to invasive PDAC is critically important for the development of early-detection methods and effective treatments. Currently, many fundamental questions remain to be answered regarding pancreatic cancer initiation and progression. How do acinar cells sense the genetic and environmental stress? What are the key factors that drive acinar-to-ductal cell reprogramming? How do acinar cells and/or ductal cells maintain their cellular identity? HPK1 appears to be a gatekeeper for the progression of early precursor lesions, such as ADM and PanIN1, to high-grade PanINs and PDAC. Future studies using HPK1-knockout mice may further define the functions of HPK1 in the feed-forward loop among oncogenic mutant *Kras*, inflammation, and the tumor microenvironment to promote pancreatic cancer progression.

## Methods

### Generation of conditional HPK1- or M46-transgenic mice.

Full-length cDNAs encoding HPK1 or its kinase-dead mutant, M46, were subcloned into the HindIII and NotI sites in pCAGGS vector behind a *loxP*-GFP-stop-*loxP* (LSL) site. The CMV-LSL-HPK1 (hereafter referred to as HPK1) cassette and the CMV-LSL-M46 (hereafter referred to as M46) cassette were isolated by PmeI digestion and submitted for pronuclear injection. The GFP expression in pups of transgenic mice was visualized under a UV lamp.

### Mouse breeding and treatment.

To target the expression of transgenes in pancreatic acinar cells, *HPK1*- or *M46*-transgenic mice were crossed with tamoxifen-regulated *Bac-cre* mice, in which Cre was driven by a full-length pancreatic acinar-specific elastase I promoter, and transgene expression was induced with daily tamoxifen treatment (oral gavage, 3 mg/40 g body weight for 5 days). *LSL-Kras^G12D^* mice were obtained from the Mouse Models for Human Cancer Consortium Repository (Rockville, Maryland, USA). These mouse strains were interbred to generate experimental cohorts with the following genotypes: *HPK1 Bac-cre* (HC), *M46 Bac-cre* (MC), *LSL-Kras^G12D^ HPK1 Bac-cre* (KHC), *LSL-Kras^G12D^ M46 Bac-cre* (KMC), and *LSL-Kras^G12D^ Bac-cre* (KC). Mouse strains were genotyped by PCR as previously described (25, 30). Mice were either treated with 8 hourly intraperitoneal injections of cerulein (50 μg/kg/h; ICer) per day for 2 days to induce acute pancreatitis or treated with 6 hourly injections per day 3 days per week for 2 weeks to induce chronic pancreatitis. Littermate control mice received PBS injections. Mice were euthanized at different time points after the treatment.

### RNA-Seq for transcriptome analyses.

Total RNA was isolated from the mouse pancreatic tissue or mouse PDAC samples using the RNeasy Mini/Micro Kit (Qiagen) according to the manufacturer’s instructions. RNA quality was measured by an Agilent Bioanalyzer. The total RNA samples with RNA integrity numbers ≥7 were processed for RNA-Seq transcriptome profile analysis. RNA-Seq was performed at the Advanced Technology Genomics Core of The University of Texas MD Anderson Cancer Center with NovaSeq, generating 100-bp paired-end reads. The sample library was prepared using Illumina TruSeq stranded protocol. RNA-Seq FASTQ files were processed through FastQC (https://www.illumina.com/products/by-type/informatics-products/basespace-sequence-hub/apps/fastqc.html), a quality control tool to evaluate the quality of sequencing reads at both the base and read levels. Samples that passed quality control were taken into subsequent analysis. STAR alignment to the Genome Reference Consortium Mouse Build 38 (GRCm38) reference geome was performed with default parameters to generate RNA-Seq BAM files. Aligned reads were summarized at the gene level using STAR (59). Gene-level annotation was carried out using the GENCODE annotation, which was downloaded from the GENCODE project (60). The raw count data were processed and normalized by DESeq2 software to identify differentially expressed genes (DEGs) between 2 groups (61). The final *P* value was adjusted using the Benjamini-Hochberg method (62). A cutoff of gene expression log_2_ fold change of ≥1.0 or ≤ –1.0 and an FDR *q* value of ≤0.05 were applied to select the most significant DEGs. Differential expression analysis was further evaluated using the pathway enrichment tool GSEA (63). Comparative bioinformatics statistical analyses for the RNA-Seq raw data were performed by 2 experts at the Department of Bioinformatics & Computational Biology at MD Anderson Cancer Center. A gene set enrichment assay for the RNA-Seq results was analyzed using the R4.1.0 package ClusterProfiler and other associated R packages. The full RNA-Seq data were deposited in the NCBI’s public Gene Expression Omnibus database (GEO GSE223215).

### Histopathologic and immunohistochemical analysis.

Mouse pancreata were fixed in 10% formalin and embedded in paraffin. Immunohistochemical (IHC) staining for HPK1, p-Erk, p-HPK1^S171^, Ki-67, CK19, F4/80, and CD206 was performed at 4°C overnight. Alcian blue and sirius red stains were performed using commercial kits. Histopathologic and IHC analyses were performed independently by 2 pathologists.

### Antibody array-based screening for HPK1-interacting proteins in pancreatic cancer cells.

The cell lysates from the Panc-1/*HPK1* stable cells treated with 2.0 μM MG132 for 16 hours, which stabilized HPK1 protein, were incubated with a membrane filter arrayed with 400 antibodies (Hypromatrix) overnight at 4°C, then detected by horseradish peroxidase–conjugated anti-FLAG antibody, followed by chemiluminescence according to the manufacturer’s protocol.

### Immunoprecipitation and immunoblotting.

Immunoprecipitation and immunoblotting were performed as described previously (28). For each coimmunoprecipitation, 500 μg of total proteins were mixed with 2 μg of antibody or normal IgG. The precipitated proteins were separated by 10% SDS-PAGE, then electroblotted onto PVDF membranes (Novex), blocked in 5% skim milk in 1× TBST, and probed with primary antibodies indicated in the figure legends.

### Measurement of GTP- and GDP-bound Ras using thin-layer chromatography.

The HEK293T cells were cotransfected with HA-Kras and FLAG-HPK1 or FLAG-M46. The transfected cells were serum-starved overnight, treated with EGF, switched to phosphate-free medium for 30 minutes, and then incubated with phosphate-free medium containing 150 μCi ^32^Pi per 60-mm dish for 4 hours. After labeling, the cells were washed with ice-cold PBS. The cell lysates were centrifuged at 16,000*g* at 4°C for 10 minutes. The supernatant was used for immunoprecipitation using HA beads at 4°C for 1 hour. Nucleotides bound to GTPase were released by denaturing of the protein in 20 μL of elution buffer at 65°C for 5 minutes. The nucleotides were separated by polyethylenimine cellulose plates saturated with 0.75 M KH_2_PO_4_ (pH 3.4). The plates were air-dried, visualized by x-ray film, and ImageJ software (https://imagej.nih.gov/ij/download.html).

### Ras activity assay.

Cells or pancreata were lysed on ice in 25 mmol/L HEPES (pH 7.5). Equal amounts of protein were incubated for 45 minutes at 4°C with beads coated with Raf1-RBD, then washed 3 times with ice-cold lysis buffer. The bound protein was eluted for 15 minutes with 2× Laemmli sample buffer that had been preheated to 95°C and analyzed by immunoblotting.

### Primary pancreatic acinar cell culture.

The pancreata from the HC mice and control littermates that had been treated with tamoxifen were digested with digestion buffer at 37°C for 30 minutes as described previously (64). The acinar cells were isolated, equally seeded into a type I collagen–coated 6-well dish, and cultured at 37°C overnight. The cells were treated with cerulein for 30 minutes, 1 hour, and 2 hours as indicated.

### Immunocomplex kinase assays.

HPK1 or M46 was immunoprecipitated using the anti-FLAG antibody, and the immunocomplex kinase assays were performed as described previously (9). The kinase reaction was performed at 30°C for 30 minutes and terminated with an equal volume of SDS sampling buffer. The reaction mixtures were resolved by SDS-PAGE analysis.

### Immune cell profiling by flow cytometry.

Mouse pancreata were digested in digestion buffer (1 mg/mL collagenase IV and 10 U/mL DNase I in DMEM) at 37°C for 30 minutes, pushed through a 70-μm cell strainer, and washed by 40 mL DMEM without FBS. The digested cells were resuspended in 37% Percoll and overlaid on top of the same volume of 70% Percoll. After centrifugation at 800*g* for 20 minutes with the brake off, the lymphocytes were isolated from the interface and rinsed with PBS. The cells were first stained by Zombie UV (BioLegend), then were incubated with a cocktail comprising the following antibodies in cell staining buffer: anti-CD45, anti-CD3ε, anti-B220, anti-CD11b, anti-F4/80, anti-Ly6C, anti-Ly6G, anti-CD4, anti–IFN-γ, anti-IA/IE, and anti-CD8α. After washing, the stained cells were submitted for multiple-color flow cytometry. The results were processed using FlowJo software (BD Biosciences).

All antibodies, chemicals, peptides, recombinant proteins and cell lines used are listed in Supplemental Table 1.

### Statistics.

Statistical significance was determined by unpaired Student’s *t* test or ANOVA for comparison of the means among groups or by χ^2^ analysis for comparison of the frequencies among groups. Survival curves were constructed using the Kaplan-Meier method, and the log-rank test was used to determine the significance of survival differences. All tests were 2-sided, and significance was defined as *P* less than 0.05. Data were analyzed using SPSS software v26 or GraphPad Prism v7.01.

### Study approval.

All animal experiments were conducted under a protocol approved by the Institutional Animal Care and Use Committee at The University of Texas MD Anderson Cancer Center.

## Author contributions

Hua Wang designed and performed experiments, bred and genotyped mice, collected and analyzed data, and drafted and revised the manuscript. RM designed and performed experiments, bred and genotyped mice, collected and analyzed data, and revised the manuscript. LL designed experiments, bred and genotyped mice, and collected and analyzed data. BJ performed transgenic mouse experiments, analyzed data, and revised the manuscript. HT performed RNA-Seq and analyzed data. RA performed experiments and collected and analyzed data. JZ performed histopathologic and immunohistochemical analysis of mouse pancreata. GL performed immunoprecipitation and collected and analyzed data. RW processed and analyzed RNA-Seq data. XS performed RNA-Seq and analyzed data. YL analyzed flow cytometric and RNA-Seq data. XZ analyzed flow cytometric data and revised the manuscript. THT performed study design and analyzed data for HPK1-knockout mice, and revised the manuscript. AM performed study design, analyzed and interpreted data, and revised the manuscript. RS analyzed RNA-Seq data, performed statistical analysis, and revised the manuscript. Huamin Wang performed overall study design, funding acquisition, and supervision, analyzed and interpreted data, and drafted and revised the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
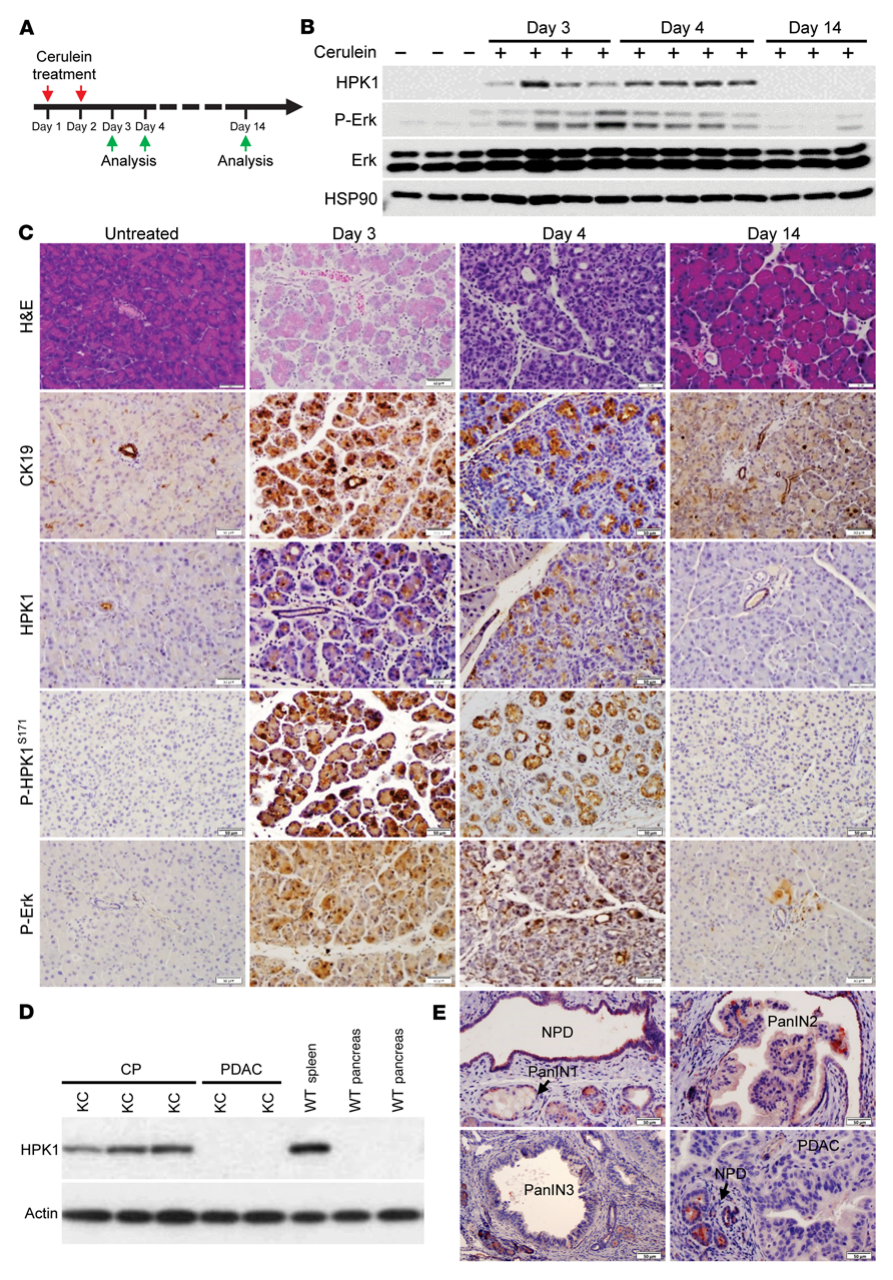
Expression of HPK1 in pancreas, ADM, PanINs, and PDAC. (**A**) Scheme of mouse treatment and tissue harvesting. Wild-type mice were treated with 8 hourly intraperitoneal cerulein injections (50 μg/kg; 3–4 mice in each group). (**B** and **C**) Expression of HPK1 and activation of HPK1 (p-HPK1^S171^) and Erk are increased in ADM at days 3 and 4, which is highlighted by positive staining for CK19; they return to normal at day 14. Scale bars: 50 µm. (**D**) Immunoblots show that HPK1 is expressed in chronic pancreatitis (CP) but lost in PDAC from KC mice. (**E**) HPK1 is expressed in PanIN1 but lost in high-grade PanINs and PDAC from KC mice. Positive staining in normal pancreatic ductal cells (NPD) served as internal positive controls. Scale bars: 50 μm.

**Figure 2:**
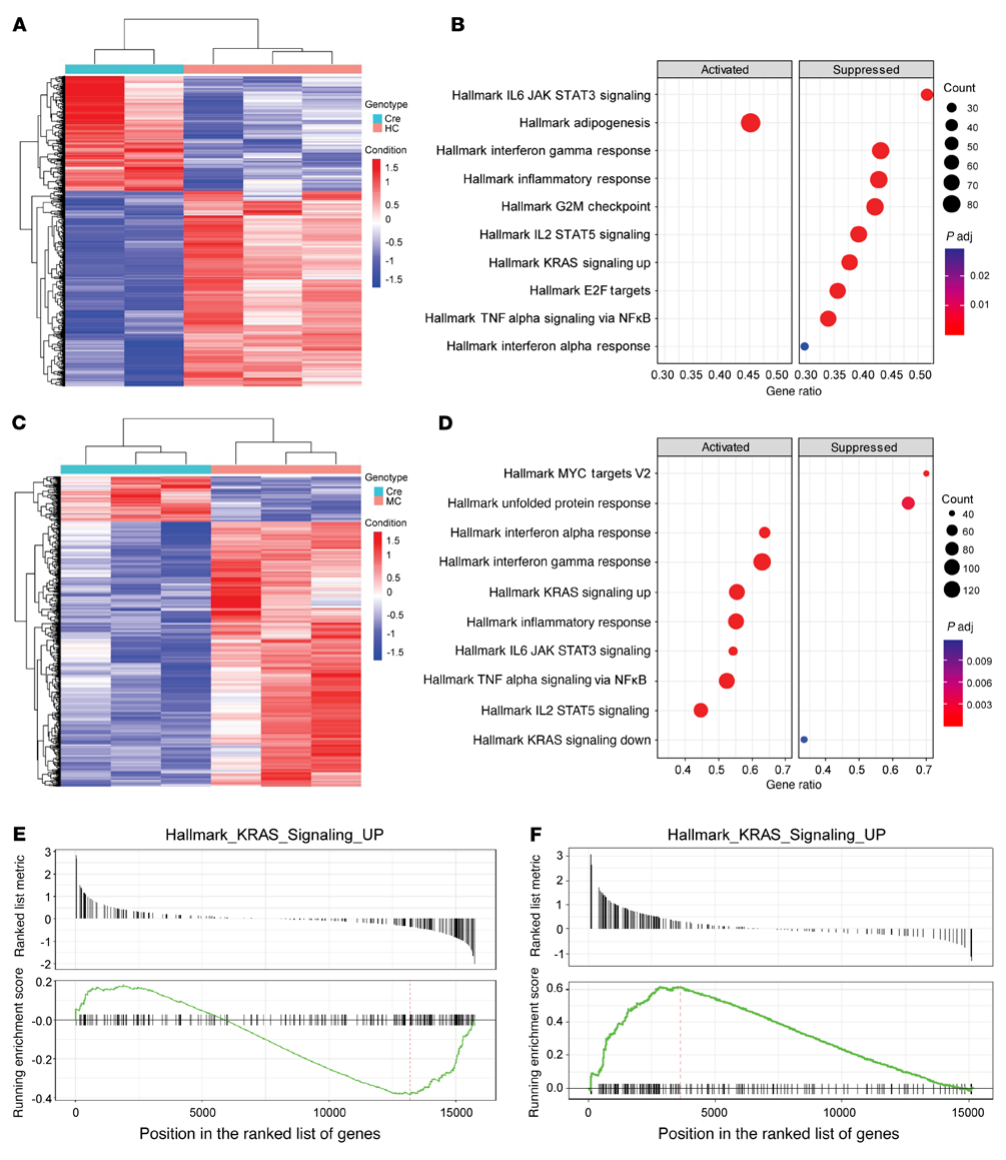
HPK1 regulates Ras signaling and inflammatory pathways. (**A** and **C**) Heatmaps of the differentially expressed genes by RNA-Seq in the pancreata of HC and MC mice treated with cerulein (*n* = 6). (**B** and **D**) Dot plots of the top 10 activated and suppressed hallmark pathways in HC and MC mice by gene set enrichment analysis. (**E** and **F**) Gene set enrichment analyses demonstrated that the Kras signaling upregulated gene set was suppressed in the pancreata of HC mice (**E**), but activated in MC mice (**F**).

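By the rule set for naming genes, the differentially expressed genes with the largest changes in the libraries labelled HC were Cdhr3, Gm14719 and Gm9770 (higher) and Ighv5-17, Lypd1 and Ighv8-12 (lower). Cdhr3 lies on chromosome 12 of GRCm38 from 33033796 to 33092875. It was at 141 ± 82.1 CPM (SD, n = 3) against 0.123 ± 0.029 CPM (SD, n = 2) in controls, a log2 fold change of 10.13 (standard error 0.89, adjusted p = 0.0336 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of Cdhr3 was 0.069 without HC 2 and 0.0573 without HC 3, and ranged from 7.88e-29 to 0.069 over the alternatives in edgeR and DESeq2. Gm14719 and Gm9770 are processed pseudogenes, whose reads are uncertain, with log2 fold changes of 5.32 and 4.76. Ighv5-17 and Ighv8-12, with -3.35 and -3.13, belong to a family of similar segments that can share reads, and Lypd1 had -3.19. All but Gm14719 lost the call without HC 2 and without HC 3, and Gm14719 lost it without HC 2. In MC no gene was named by this rule, since none was differentially expressed.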

**Figure 3:**
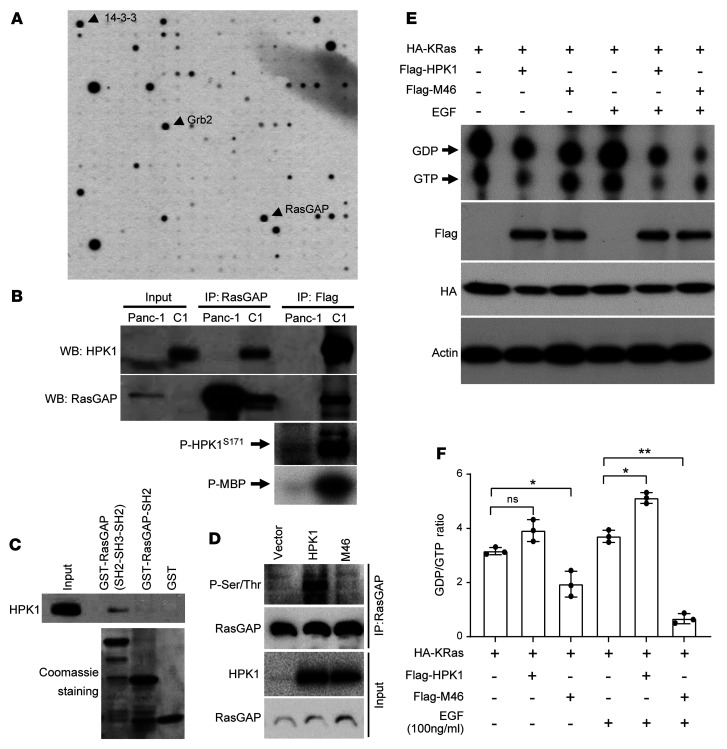
HPK1 regulates Ras signaling pathways through RasGAP. (**A**) HPK1-interacting proteins identified using an antibody-based array and cell lysates from Panc-1/*HPK1* stable cells treated with 2.0 μM MG132 to stabilize HPK1 protein. Immunodetection was performed using anti-FLAG antibody. (**B**) HPK1 interacts with RasGAP in Panc-1/*HPK1* stable cells (C1) treated with 2.0 μM MG132. HPK1 kinase activity and autophosphorylation (p-HPK1^S171^) are shown in the lower two panels. (**C**) GST pull-down assays show that RasGAP SH2-SH3-SH2 domains can effectively pull down HPK1 protein. No HPK1 was pulled down using RasGAP SH2 domain or GST alone. (**D**) RasGAP is phosphorylated at serine/threonine residue(s) by HPK1 but not M46. *HPK1* or *M46* was transfected into HEK293T cells. RasGAP was immunoprecipitated and probed with phospho–serine/threonine antibody. (**E** and **F**) In vitro RasGAP activity assays show that HPK1 enhances both basal and EGF-stimulated RasGAP activity as reflected by increased GDP/GTP ratio while M46 inhibits both basal and EGF-stimulated RasGAP activity. FLAG-HPK1 or FLAG-M46 was cotransfected with HA-Ras into HEK293T cells. Transfected cells were either untreated or treated with 100 ng/mL EGF for 10 minutes. The effect of HPK1 on RasGAP activity was determined by measurement of GTP- and GDP-bound Ras using thin-layer chromatography (**E**). (**F**) GTP- and GDP-bound Ras was quantified using ImageJ (NIH), and GDP/GTP ratios were plotted. Experiments were repeated 3 times. Data are presented as mean ± SEM. Statistical significance was determined by paired-samples *t* test using the cells transfected with *Kras* alone either untreated or treated with EGF as controls. When untreated, cotransfection of *M46* with *Kras* significantly reduced the GDP/GTP ratio. Cotransfection of HPK1 with *Kras* increased the GDP/GTP ratio, but the *P* value was not significant. When treated with EGF, cotransfection of *HPK1* with *Kras* significantly increased the GDP/GTP ratio, while cotransfection of *M46* with *Kras* significantly reduced the GDP/GTP ratio. *P < 0.05; **P < 0.01.

**Figure 4:**
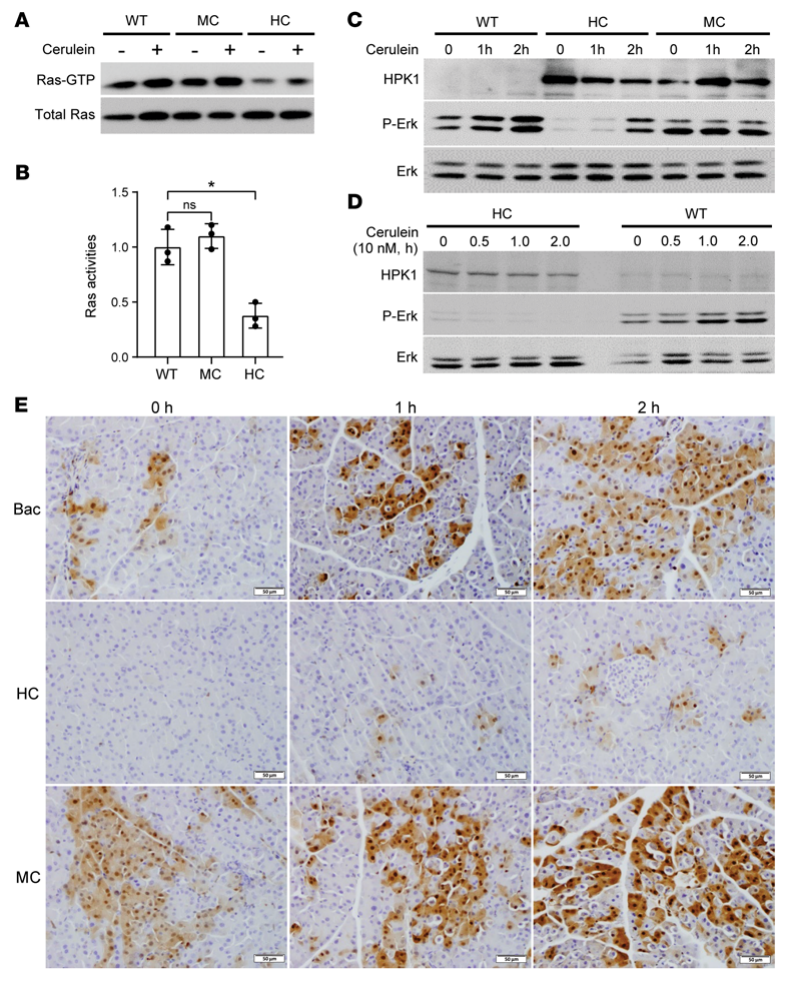
HPK1 inhibits Ras activities and Erk activation. *Bac-cre* control, HC, and MC mice were either untreated or treated with 1 dose of ICer to activate HPK1 and Ras pathways (*n* = 6 per group). The pancreata were harvested at 1 or 2 hours after the treatment. (**A**) Ras activity was measured by Raf-RBD pull-down assays. (**B**) Ras-GTP levels normalized with total Ras in MC and HC mice compared with wild-type mice after cerulein treatment. Data are presented as mean ± SEM; *P < 0.05. Unpaired *t* test was used to calculate *P* values. (**C** and **D**) HPK1 inhibits Erk activation in the pancreata (**C**) and primary cultures of acinar cells from HC mice treated with cerulein as indicated (**D**). (**E**) IHC analysis shows that the pancreata of HC mice have decreased activation of Erk. Scale bars: 50 μm.

**Figure 5:**
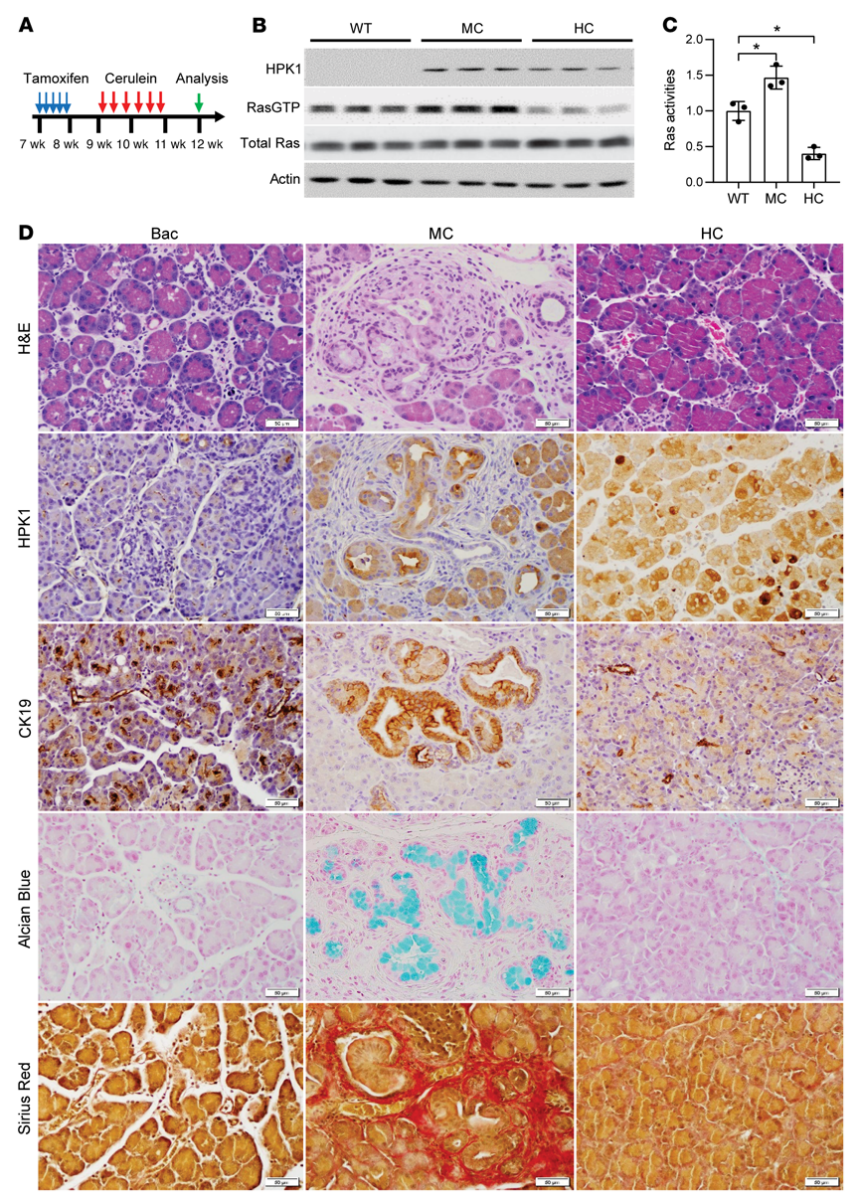
Acinar cell–specific expression of kinase-dead mutant M46 promotes pancreatic inflammation, ADM, and PanIN formation. (**A**) Scheme of cerulein treatment and tissue harvesting. (**B** and **C**) Acinar cell–specific expression of HPK1 inhibits Ras activity, while M46 increases Ras activity. (**C**) Ras activity was quantified using ImageJ and plotted. Data are presented as mean ± SEM; *P < 0.05. Unpaired *t* test was used to calculate *P* values. (**D**) Acinar cell–specific expression of M46 promotes the development of chronic pancreatitis, ADM, and PanINs. Shown is representative histology of pancreata from Bac control, MC, and HC mice by H&E; IHC for HPK1 and CK19; Alcian blue; and sirius red. PanINs are highlighted by positive staining for CK19 and Alcian blue. Sirius red highlights pancreatic fibrosis in treated MC mice. Scale bars: 50 μm.

**Figure 6:**
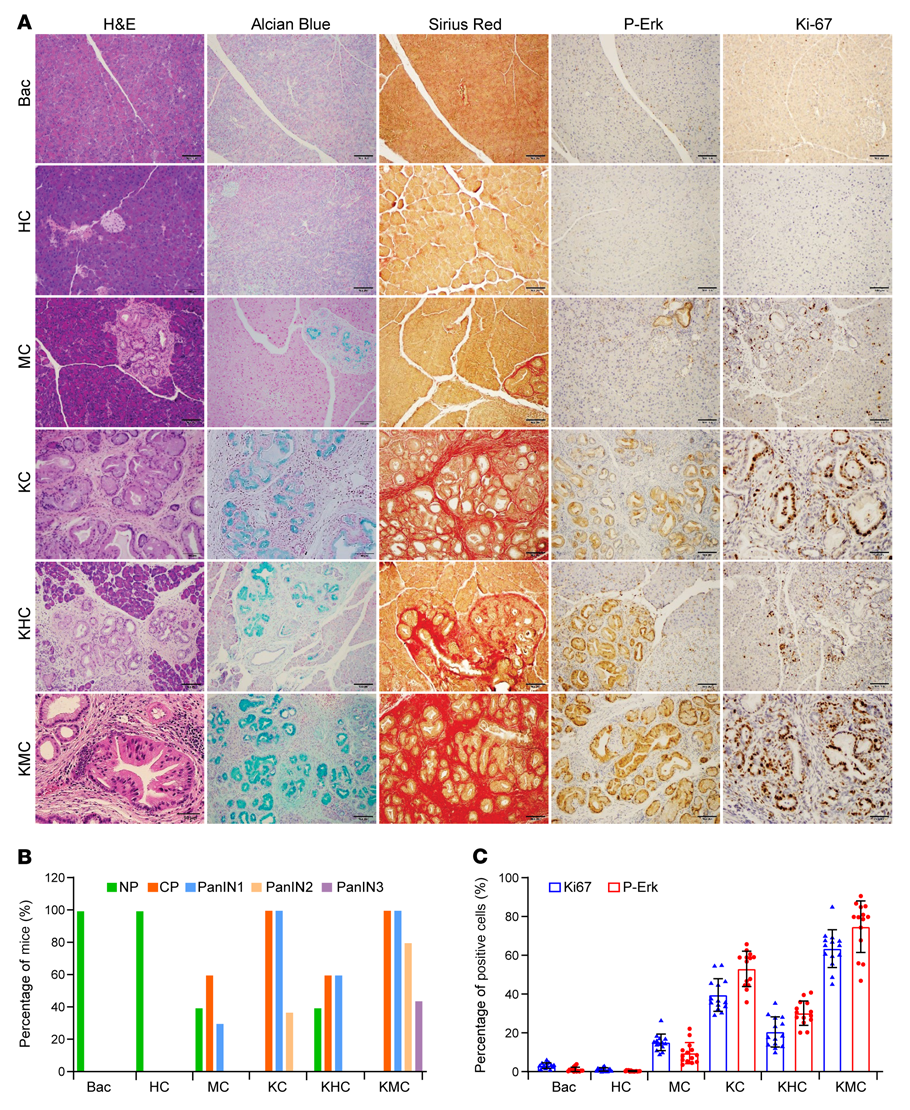
Kinase-dead mutant M46 promotes chronic pancreatitis, Erk activation, and progression of PanINs while HPK1 inhibits chronic pancreatitis and PanIN progression in KC mice. (**A**) Representative micrographs show histopathology, Alcian blue, sirius red, and IHC stains for p-Erk and Ki-67 of the pancreata from different groups. All mice were treated with tamoxifen, then with 8 doses of ICer for 2 days to induce pancreatitis. The pancreata were harvested at 28 days after completion of ICer treatment. Scale bars: 50 μm. (**B**) Bar graph shows the frequencies of normal pancreas (NP), chronic pancreatitis (CP), and different grades of PanINs from different groups (*n* = 20 per group). (**C**) Bar graph shows the average percentage of p-Erk–positive cells and Ki-67 proliferation index in pancreata from different groups. Data are presented as mean ± SEM. Unpaired *t* test was used to calculate *P* values.

**Figure 7:**
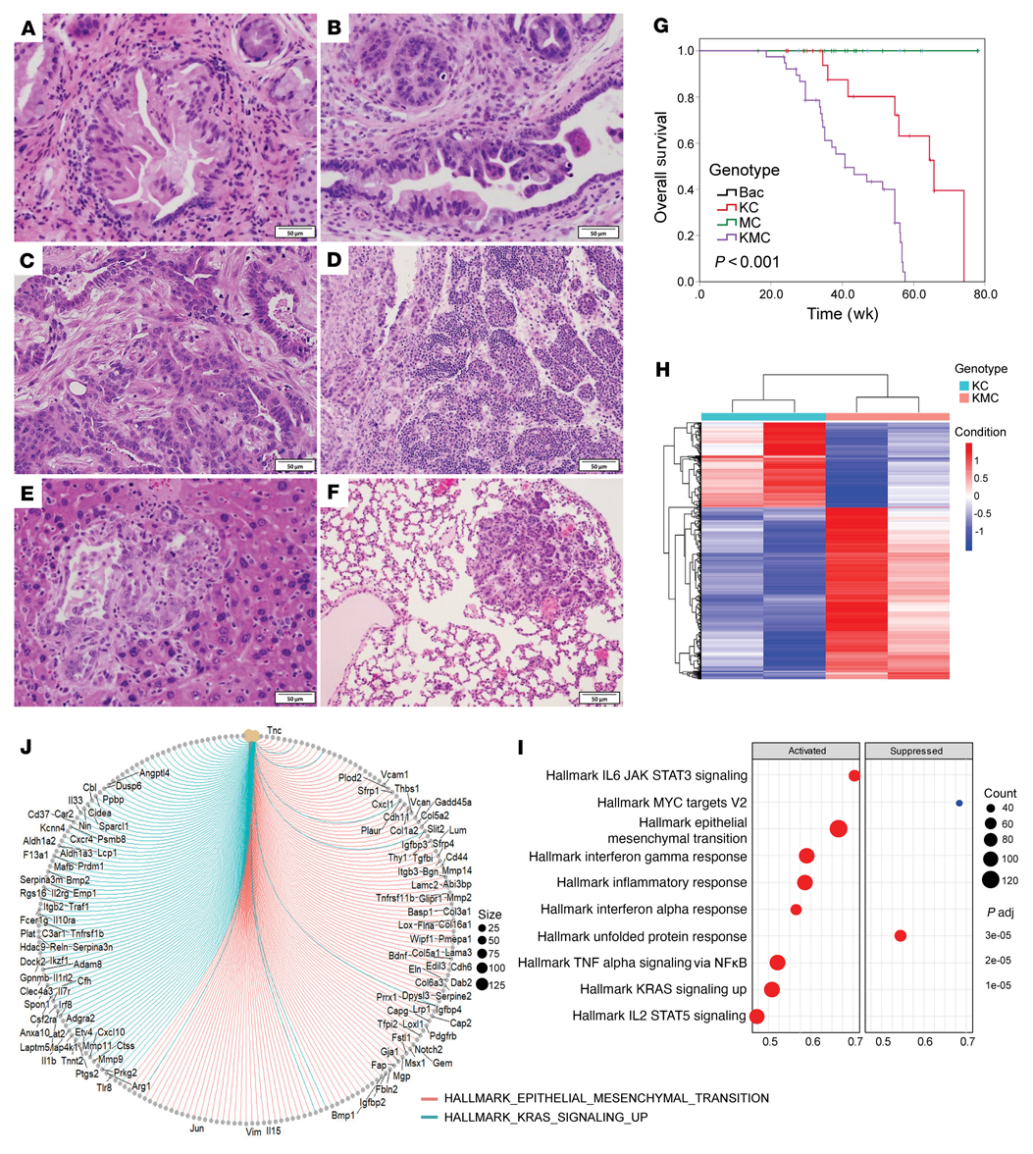
Acinar cell–specific expression of M46 promotes progression of PanINs to invasive and metastatic PDAC and decreases survival in KMC mice. (**A**–**F**) Representative micrographs show PanIN2 (**A**), PanIN3 (**B**), invasive PDAC (**C**), and metastatic PDAC in lymph node (**D**), liver (**E**), and lung (**F**) in KMC mice. Scale bars: 50 μm. (**G**) Kaplan-Meier survival curves show that KMC mice (*n* = 39) had shorter survival than KC (*n* = 29, *P* < 0.0001), MC (*n* = 34, *P* < 0.0001), or control mice (*n* = 9, *P* < 0.0001). The log-rank test was used to determine statistical significance. (**H**) Heatmaps of the differentially expressed genes in PDAC samples from KMC and KC mice (*n* = 6) by RNA-Seq. (**I**) Dot plot of the top 10 activated and suppressed hallmark pathways in PDAC samples of KMC mice by gene set enrichment analysis. (**J**) Gene set enrichment analyses demonstrated that the Kras signaling upregulated gene set and the epithelial-mesenchymal transition gene set were enriched in PDAC samples of KMC mice.

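Of 15733 genes tested between KMC and KC, 3 were differentially expressed. These were Xist, higher in KMC, and the Y-linked Ddx3y and Kdm5d, lower in KMC. Xist, scaled by TMM, was at 356 ± 70.4 CPM (SD, n = 2) against 0.515 ± 0.235 CPM (SD, n = 2) in KC (log2 fold change 9.49, adjusted p = 0.0281 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 0 counts in KMC, Ddx3y was at least 256-fold and Kdm5d at least 131-fold lower. At an unadjusted p under 0.05 there were 4027 genes, 2535 higher and 1492 lower. The groups did not overlap for 65.3% of the genes, where chance gives 33.3%. The count depended on the scaling and the tool. DESeq2 called 2130 genes (1534 higher and 596 lower), and edgeR called 4714 (4694 higher and 20 lower) when scaled by library size alone. Scaled without the acinar genes it called 1884 (1857 higher and 27 lower), and scaled on housekeeping genes 609 (588 higher and 21 lower). Fitted together with the HC experiment it called 3230 (2258 higher and 972 lower).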

**Figure 8:**
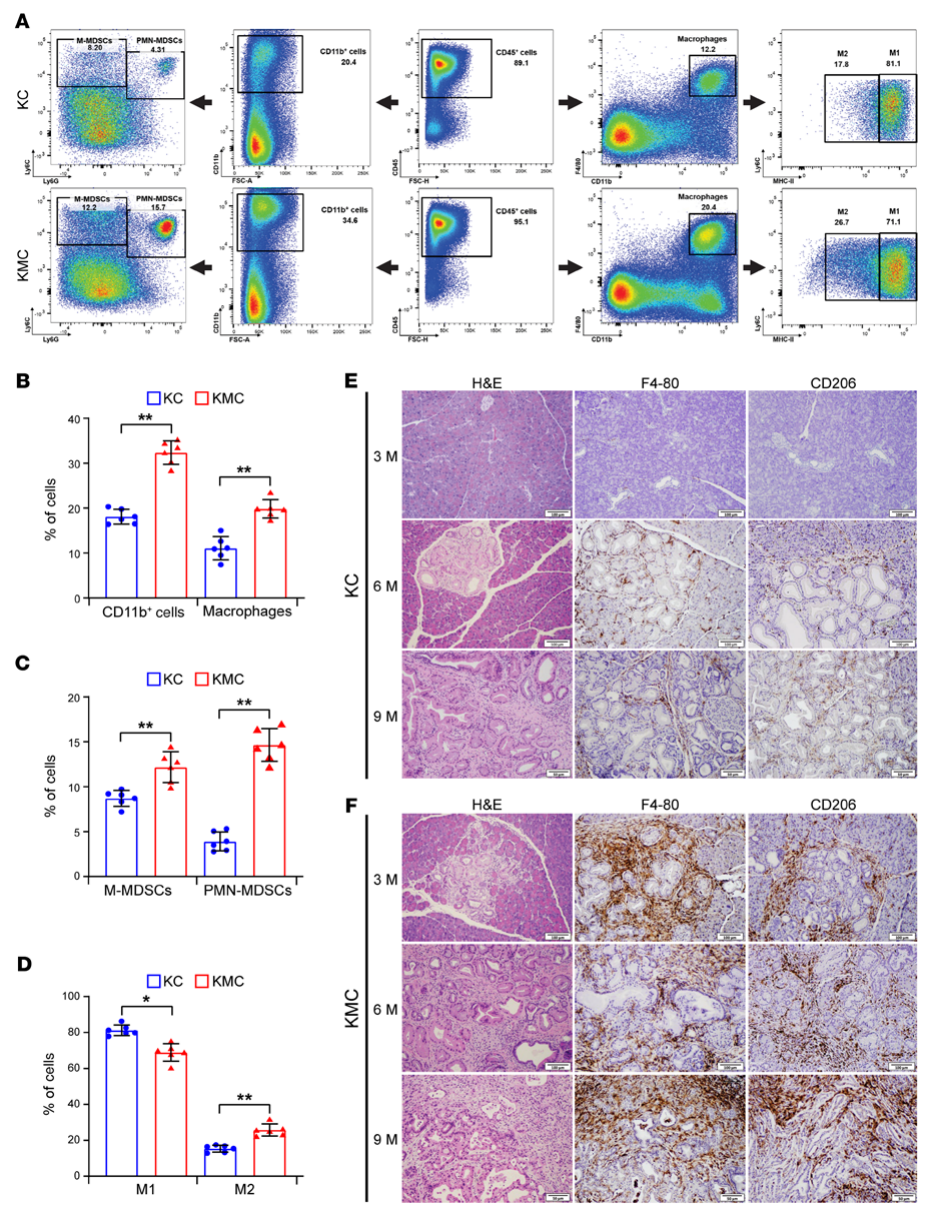
Kinase-dead mutant M46 promotes infiltration of MDSCs and macrophages in pancreas of KMC mice. (**A**–**D**) KC and KMC mice at 6 months were euthanized (*n* = 6 per group). The infiltrating MDSCs (CD11b^+^Ly6C^hi^Ly6G^–^) and macrophages in pancreas were quantified by flow cytometry. (**A**) Representative flow cytometry gating results for CD45^+^ cells, including CD11b^+^ cells, monocytic (M) MDSCs (CD11b^+^Ly6C^hi^Ly6G^–^), polymorphonuclear (PMN) MDSCs (CD11b^+^Ly6C^+^Ly6G^+^), macrophages (CD45^+^CD11b^+^F4/80^+^), Ly6C^lo^ macrophages with low MHC-II expression (M2), and Ly6C^lo^ macrophages with high MHC-II expression (M1), in KC and KMC mice. (**B** and **C**) Quantitative results for different CD45^+^ cell types, including CD11b^+^ cells and CD11b^+^F4/80^+^ cells (**B**) and M-MDSCs and PMN-MDSCs (**C**). (**D**) Quantitative results for M2 macrophages (CD11b^+^F4/80^+^Ly6C^lo^MHC-II^lo^) and M1 macrophages (CD11b^+^F4/80^+^Ly6C^lo^MHC-II^hi^). Data are presented as mean ± SEM. Unpaired *t* test was used to calculate *P* values. *P < 0.05; **P < 0.01. (**E** and **F**) Representative micrographs show pancreatic histology and IHC staining results for F4/80^+^ and CD206^+^ macrophages in KC and KMC mice at 3, 6, and 9 months (M). Scale bars: 100 μm for 3 months and 6 months; 50 μm for 9 months.

How the deposited data were processed for this re-analysis (not part of the article)

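RNA-Seq counts of 15 libraries were analysed: 3 MC libraries with 3 controls, 3 libraries labelled HC with 2 controls, and 2 KMC with 2 KC libraries. The authors aligned reads to GRCm38 with STAR, assigned them to GENCODE genes and deposited raw counts per gene, without normalization. The authors also deposited a DESeq2 table of MC against control with log2 fold changes and adjusted p-values, which was used only for comparison. Its log2 fold changes had a correlation of 0.999 with those of DESeq2 here over 15154 genes, and 474 calls were shared. The paper's text does not state how the 15175 genes of the MC table were chosen, and each has at least 4 counts in sum. It holds 0 immunoglobulin genes, against 429 in the HC table, and a few of its gene symbols had been turned into dates. Of the HC table's identifiers, 49326 are in the annotation used here for positions. No line without a gene name was found.

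Samples were grouped by the labels and the paper. Genes were filtered with filterByExpr, scaled with TMM and tested with edgeR 4.0.16 (glmQLFit and glmQLFTest) in R 4.3.3, within each pair of groups. A differentially expressed gene had a Benjamini-Hochberg adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. Standard errors are the log2 fold change divided by the square root of F. CPM values of Map4k1, of Ptprc and wherever a mean and SD are given were scaled by TMM, and those of other genes and of summed lists by total counts. Alternatives were DESeq2 1.42.0, other scalings (DESeq2 size factors, library size alone, library size without acinar genes, a housekeeping list), other filters, the replicate number as a block, all libraries of the HC, KC and KMC tables in one fit, and leaving out each library. A newer form of the edgeR fit was added after the data were seen. A gene with at most 3 counts was taken as at the floor, and fold changes against a group at the floor are lower bounds.

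Gene lists were ranked by log2 fold change and tested with fgsea 1.28.0 (100000 gene permutations), with limma 3.58.1 camera and fry as alternatives. The 13 pathway lists included EMT genes of Fig. 7J, ERK targets, IFN-α, IFN-γ, inflammatory, IL-6/JAK/STAT3, IL-2/STAT5, TNF-α, unfolded protein response, MYC, cell cycle and adipogenesis, and 1 that is not reported here. Lists for 11 cell types (acinar, ductal, macrophage, neutrophil, T cell, B cell, fibroblast, adipocyte, erythroid, islet and gut) and a housekeeping list described tissue composition. Lists for stomach pit cells, stomach glands, stomach wall, ciliated cells, plasma cells and immunoglobulin constant regions were added after the data were seen. The adjusted p of a list is over the lists of its kind within a comparison. As an alternative for the IFN lists, Reactome sets were used, with 27 of 27 and 109 of 114 genes matched.

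The named genes were those the paper names, the 3 largest changes in each direction among differentially expressed genes with groups that do not overlap and a mean of at least 2 CPM, and the member of each pathway list with the smallest adjusted p (the most abundant one where several shared it). Others are marked as chosen after their values were seen. The tests were run first on simulated counts with 200 changed genes, of which 99% were called at the size of the MC experiment, 99.5% for HC and 76% for KMC, with 6, 18 and 17 unchanged genes called. Simulated genes varied independently, unlike those of real libraries, so these shares do not give the power in the data. Levels set across the tables were not tested, since the tables came from separate experiments.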

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

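All tests of explanations in this part were chosen after the results were seen. The lists of stomach and ciliated cell genes were written after the data were seen. The choices of samples, designs and alternatives in use throughout were made before the data were examined, apart from the added lists and the newer edgeR fit.

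The effects of M46 and HPK1 differed for 325 genes in the model with 4 groups, tested as a difference by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For 264 of these, the log2 fold change of MC against its control was higher than that of HC against its own control. The smallest adjusted p, 0.01 from the same edgeR test, was that of Serpina3g (4.02 on the log2 scale, chosen after its values were seen), which has a close paralog, Serpina3f (4.47), with which it can share reads. Lists of leukocyte genes moved in opposite directions, macrophage genes with scores of 1.85 in MC and -2.02 in the libraries labelled HC and T cell genes with 2.04 and -2.01, while Map4k1 went against the label in HC. A smaller share of acinar transcripts in MC raises all other transcripts alike, so a list had to stand apart from both the housekeeping and the islet list. The IFN-α list was higher in each MC library than in each control library by at least 1.04 on the log2 scale less the housekeeping list and 0.778 less the islet list. T cell genes overlapped at -0.2 in medians less the islet list, where the 0.5 CPM added compressed their low levels, so 2 other measures were chosen after this overlap was seen. Among the counts outside the acinar genes, each MC library was above each control by at least 0.594 for T cell genes, and the summed T cell counts per summed islet counts, with nothing added, were above by 1.08. This argues against the acinar share as the whole cause of the higher IFN-α and T cell lists, while a change in the cells that express them stays open. The EMT list was at 0.29 less the islet list, but overlapped at -0.355 less the housekeeping list and at -0.53 among the counts outside the acinar genes, so for it the acinar share stays open. Age differed between the experiments by the labels, sex was not checked in the MC experiment, and neither was tested as a cause. Nor was the unlike tissue of the controls, with 41.9 to 55.7% acinar counts for MC and 6.84 to 8.65% for HC.

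Map4k1 was lower in the libraries labelled HC, against the label. The ratio of Map4k1 to Ptprc, 0.141 in HC, was not higher than in controls, which argues against transcripts of the transgene being counted in Map4k1. The difference of the ratio between HC and control was -0.005, within the spread between libraries, which is consistent with fewer leukocyte transcripts as a source of the lower Map4k1. The highest level in a library labelled HC was 7.93 CPM, and without a transgene sequence a mislabelled sample cannot be told apart from a transgene whose transcripts were not counted.

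Xist in KMC against KC had a log2 fold change of 9.49, as if both KMC libraries came from females and both KC libraries from males. The paper does not report this. Whether sex contributes to the EMT list cannot be told apart from the genotype, since each group holds one sex. In the HC group, which holds both sexes, the median log2 level of the EMT list in the male library HC 3 was 0.308 above the mean of the female libraries HC 1 and HC 2, a comparison of single libraries. For the inflammatory list and for fibroblast genes outside the EMT list, a lower share of acinar transcripts is argued against as the whole cause, since the inflammatory list was higher in each KMC library than in each KC library by at least 0.83 on the log2 scale less the housekeeping list and 0.827 less the islet list, and the fibroblast genes by 2.43 and 2.422. The EMT list was higher by 1.46 and 1.46, but its genes were picked on these libraries, so the acinar share together with that choice stays open for it. Age, which the design names, was not tested.

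Cdhr3 was higher in the libraries labelled HC by 10.13 on the log2 scale, at 60.9, 223 and 135 CPM. A list of ciliated cell genes, of which 8 of 14 were tested, had a score of -0.682, which argues against ciliated cells. The 10 tested genes within 1 Mb of Cdhr3 had a median absolute log2 fold change of 0.13, at percentile 16.3 of 10000 random lists matched on expression, which argues against a changed chromosome segment. The highest level of Cdhr3 in KC and KMC was 0.1 CPM. A variant linked to the strain or the transgene may explain it and stays open, since no other group analysed here carries the HPK1 transgene.

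The libraries labelled HC had high levels of stomach pit cell transcripts, with a score of 1.76 (adjusted p = 0.001 from gene permutations) and 5380 to 7170 CPM in sum against 2450 and 1490 CPM in controls. All 5 genes of the list were tested and higher, and Gkn1, chosen after its values were seen, was at 2310 to 2870 CPM against 674 and 332 CPM. The summed level of parietal, chief and endocrine cell genes of the stomach, 4 of 7 tested, was at most 110 CPM in the HC experiment, which argues against carried-over stomach tissue with its glands. In KC and KMC the pit cell genes reached 146 CPM, and a mislabelled sample cannot be told apart, since the sequences of the reads were not analysed here. A change of pancreatic cells toward a gastric type is a hypothesis that was not tested.

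Adipocyte genes were higher in MC with a score of 1.87 (adjusted p = 5.2e-05 from gene permutations), with 10 of 12 genes tested. Their sum was 220, 176 and 90.2 CPM in MC 1, MC 2 and MC 3 against 37.5 to 50.5 CPM in controls, and Adipoq, chosen after its values were seen, had a log2 fold change of 3.67. B cell genes had 80.1 CPM in MC 1, 25.9 in MC 2 and 7.75 in MC 3, the same order, so fat or lymph node carried over with the pancreas cannot be told apart from a change inside it.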

How the results depend on the processing

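The newer quasi-likelihood fit of edgeR was chosen after the data were seen, and the other tests of this part were not. Of 41 counts of differentially expressed genes under alternatives, 21 were within 1.5 times the reported count and 20 moved. The cause was not tested unless stated.

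With DESeq2 in place of edgeR, the counts were 475 for MC, 482 for HC and 2130 for KMC, and the difference between M46 and HPK1 gave 1011 genes (813 higher, 198 lower). With library size alone they were 1 for MC and 4714 for KMC, and without the acinar genes 51 for HC and 1884 for KMC. Scaled on the housekeeping list, KMC had 609. In KMC these scalings moved the median of all genes to 1.47, 0.64 and 0.29 on the log2 scale. With no filter HC had 395 and KMC 9, and with at least 10 counts in every library KMC had 0 (3153 at an unadjusted p under 0.05), since Xist, Ddx3y and Kdm5d are then left out. With the HC, control, KC and KMC libraries of both tables in one fit HC had 1 and KMC 3230.

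Replicate numbers did not pair the libraries, with correlations of their deviations of 0.0665, 0.296 and -0.297 in the MC experiment, 0.189 and 0.17 in the HC experiment and 0.0514 in KMC and KC. With the replicate number as a block, HC had 339 genes (184 higher and 155 lower), KMC 2464 (1663 higher and 801 lower) and MC 0 (2016 at an unadjusted p under 0.05).

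Leaving out one library gave 0 to 718 genes in MC, with 718 without control 2 and 171 without MC 1, and 0 to 379 in HC, with 379 without HC 1, 3 without HC 3 and 0 without HC 2 (1993 at an unadjusted p under 0.05). No count was made where a group was left with 1 library, which applies to the HC controls and to KC and KMC. Of the 10 splits of the 6 MC and control libraries into groups of 3, 10 gave as many differentially expressed genes, which the 0 genes of the real division fix beforehand and which says nothing, 2 as many genes at an unadjusted p under 0.05 and 2 as many DESeq2 genes. The split that exceeded the real one in each exchanged control 2 and MC 1, with 3543 genes at an unadjusted p under 0.05 against 2038, 501 DESeq2 genes against 475, and 1 edgeR gene against 0. It divides the libraries by acinar share, with 50.4, 55.7 and 45.8% in control 1, control 3 and MC 1 against 41.9, 37.1 and 36.5% in control 2, MC 2 and MC 3. With 10 splits the share is never under 0.1, so a count of splits of this size decides nothing about chance, whatever the data.

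The EMT list kept its direction under every alternative run, which in KMC its choice on these libraries favors. Under fry its adjusted p was 0.17 in MC, 0.19 in HC and 0.19 in KMC. With one library left out its scores ran from 1.66 to 2.2 in MC, from -2.17 to -1.8 in HC and from 2.05 to 2.8 in KMC, lowest there without KC 2. In KMC, and without either control in HC, a group then held 1 library, so these scores carry no test.

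In HC the ERK target list and adipogenesis changed sign under some alternatives, and neither passed with the other sign. The ERK target list had -0.774 when ranked by the signed root of F and ran from -0.494 to 0.751 with one library left out, lowest without HC 1. Adipogenesis had -0.873 on DESeq2 fold changes and ran from -1.41 to 1.43. IFN-α ran from -2.12 to 1.4, TNF-α from -1.98 to 0.83 and the unfolded protein response from -1.74 to 0.597. In adipogenesis, IFN-α, TNF-α and the unfolded protein response, the other sign with a library left out came from the fit without HC control 1 alone, which leaves 1 control and no test, so it does not show that these lists reverse. Over all reported list tests apart from the EMT list in KMC, with those above included, 316 values under alternatives stayed, 43 no longer passed, 5 passed only then, 21 without a test moved and 7 reversed. For genes named by the rule, 47 of 58 values stayed and 11 no longer passed. Map4k1 kept its direction in all 21 and passed in 4. The correlation across genes was -0.256 between MC and HC and 0.524 between MC and KMC with DESeq2. Restricted to genes with an adjusted p under 0.05 in MC it has no value, because no gene passed there.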

Differences from the paper's values

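The values compared here are those the paper states. Of this part, only the conversions of read pairs to reads and of libraries to mice were chosen after the result was seen.

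The paper reports around 20 M read pairs (M, mega) per sample on average, whereas the deposited counts summed to a mean of 33.2 M per library in the cerulein experiments (SD 2.23 M). The paper's value is of read pairs and this one is of reads assigned to genes, and the paper's text does not state whether a pair was counted once or as 2 reads. Around 20 M pairs hold 40 M reads, of which the 80% that the paper gives as uniquely aligned are 32 M, within the SD of the deposited mean. A change of unit would thus close the difference, but which unit applies was not checked, and none of the alternatives set before the data were examined bears on it.

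The paper gives n = 6 for each group. The values here rest on 3 libraries of MC, 3 of control for MC, 3 labelled HC, 2 of control for HC, 2 of KMC and 2 of KC, and the labels describe each as a pool of 3 mice. Counted in mice by these labels, the groups of 2 libraries would hold the 6 that the paper gives. The groups of 3 libraries would not. The heatmaps in Fig. 2, A and C, draw as many columns as there are libraries here. None of the alternatives set before the data were examined bears on this either.

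The paper shows adipogenesis as activated in HC. Here its score was 1.27 (adjusted p = 0.19 from gene permutations), and 2.16 when ranked by the signed root of F, where it passed with an adjusted p of 4.7e-05 from gene permutations. Camera in limma also called it (adjusted p = 4.4e-05), and over the alternatives the adjusted p ran from 4.4e-05 to 0.75. The paper shows a heatmap of differentially expressed genes in MC, where edgeR's quasi-likelihood test called 0 here (2038 genes at an unadjusted p under 0.05). DESeq2, the paper's tool, called 475 genes in MC, library size alone gave 1, and the fits without control 2 and without MC 1 called 718 and 171. The paper shows IFN-α as suppressed in HC, which fgsea called here (score -1.49) but 8 alternatives did not.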

Other observations

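The tests of immunoglobulin genes and of the KC tissue, and all added lists, were chosen after the results were seen, while the 11 cell type lists and the housekeeping list were not.

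The islet list was higher in the libraries labelled HC (score 1.59, adjusted p = 0.04 from gene permutations) and did not pass in MC (-1.03) or KMC (-1.33). In HC the ductal list had 1.26, the gut list 1.07, acinar genes 1.34, neutrophil genes -1.74, B cell genes -2.06, fibroblast genes -1.77, adipocyte genes -1.22 and erythroid genes 1.91. The acinar score in HC did not pass, and 19 of its 28 genes were lower (median log2 fold change -0.116). In MC the scores were -2.67 for acinar, -1.19 for ductal, 0.99 for neutrophil, 1.84 for B cell, 1.66 for fibroblast and 1.63 for erythroid genes. In KMC they were -3.21 for acinar, 1.43 for ductal, 2.2 for macrophage, 1.92 for neutrophil, 1.94 for T cell, 1.84 for B cell, 1.79 for fibroblast, -2.1 for adipocyte and 1.12 for erythroid genes. T cell genes summed to 23.7 and 46.5 CPM in KMC against 3.74 and 5.22 CPM in KC. By flow cytometry at 6 months, the paper reports fewer CD4+ and CD8+ T cells in KMC. Bulk transcripts at 9 and 15 months, from mice of different sex, do not test that cell count. The housekeeping list had -0.95 in MC, 0.976 in HC and -1.33 in KMC. Adipogenesis had 1.67 in MC and -1.81 in KMC. Despite its positive score in MC, 23 of 37 adipogenesis genes were lower there (median log2 fold change -0.076). Too few genes of the gut list were tested in MC and KMC.

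Among the added lists, stomach wall genes had scores of 1.43 in MC, -1.01 in HC and 1.25 in KMC, and stomach gland genes 1.4, 1.38 and 1.36. The pit cell list had 0.951 in KMC and too few tested genes in MC. Ciliated cell genes had 0.865 in MC and 1.39 in KMC, and none of these passed.

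Immunoglobulin constant region genes were lower in the libraries labelled HC (score -2.03, adjusted p = 0.00012 from gene permutations), and all 8 immunoglobulin genes called there were lower. Plasma cell genes outside the immunoglobulin family, all 7 of them tested, had a score of -1.63 (adjusted p = 0.029 from gene permutations), which argues against reads shared between immunoglobulin genes as the whole source. The plasma cell list had 1.56 in MC and -0.949 in KMC, and the constant region list 1.69 in KMC.

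The KC libraries were rich in acinar transcripts, with 60 and 68.7% of the counts against 41.9 to 55.7% in the cerulein-treated controls for MC. The ductal list summed to at most 638 CPM in KC against 2210 to 5120 CPM in those controls. Levels are set here across tables made separately, without a test. If carcinoma made up most of the KC tissue, ductal genes would be higher and acinar genes lower than in those controls, and neither was seen, which argues against it. In KMC 1 and KMC 2 the ductal list was at 1190 and 3340 CPM, and acinar genes took 48.5 and 24.6% of the counts. Ductal genes were thus not above those controls in KMC either, and acinar genes were below them only in KMC 2.

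Libraries of a group differed widely for some genes, chosen after their values were seen. Ctrc was at 0.969, 108 and 106 CPM in HC 1, HC 2 and HC 3, at 112, 38.3 and 1220 CPM in MC 1, MC 2 and MC 3, and at 4200 and 165 CPM in KC 1 and KC 2. CT010467.1, annotated as a ribosomal RNA gene, was at 4380 CPM in HC 2 against 42500 and 43600 in HC 1 and HC 3, and at 5400 CPM in KC 1 against 73300 in KC 2. No explanation was tested.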
